# Neutrophil-Derived Microvesicle Induced Dysfunction of Brain Microvascular Endothelial Cells In Vitro

**DOI:** 10.3390/ijms20205227

**Published:** 2019-10-22

**Authors:** Anjana Ajikumar, Merete B. Long, Paul R. Heath, Stephen B. Wharton, Paul G. Ince, Victoria C. Ridger, Julie E. Simpson

**Keywords:** neutrophils, microvesicles, blood brain barrier, endothelial cells, TEER, gene expression, permeability

## Abstract

The blood-brain barrier (BBB), composed of brain microvascular endothelial cells (BMEC) that are tightly linked by tight junction (TJ) proteins, restricts the movement of molecules between the periphery and the central nervous system. Elevated systemic levels of neutrophils have been detected in patients with altered BBB function, but the role of neutrophils in BMEC dysfunction is unknown. Neutrophils are key players of the immune response and, when activated, produce neutrophil-derived microvesicles (NMV). NMV have been shown to impact the integrity of endothelial cells throughout the body and we hypothesize that NMV released from circulating neutrophils interact with BMEC and induce endothelial cell dysfunction. Therefore, the current study investigated the interaction of NMV with human BMEC and determined whether they altered gene expression and function in vitro. Using flow cytometry and confocal imaging, NMV were shown to be internalized by the human cerebral microvascular endothelial cell line hCMEC/D3 via a variety of energy-dependent mechanisms, including endocytosis and macropinocytosis. The internalization of NMV significantly altered the transcriptomic profile of hCMEC/D3, specifically inducing the dysregulation of genes associated with TJ, ubiquitin-mediated proteolysis and vesicular transport. Functional studies confirmed NMV significantly increased permeability and decreased the transendothelial electrical resistance (TEER) of a confluent monolayer of hCMEC/D3. These findings indicate that NMV interact with and affect gene expression of BMEC as well as impacting their integrity. We conclude that NMV may play an important role in modulating the permeability of BBB during an infection.

## 1. Introduction

The blood brain barrier (BBB) plays an integral role in maintaining central homeostasis by acting as a physical barrier between the central nervous system (CNS) and the periphery. It is formed by capillary endothelial cells, the basement membrane and surrounding pericytes and astrocyte endfeet, this highly specialised structure exhibits high transendothelial electrical resistance (TEER) and restricts the paracellular movement of molecules. Disruption, with increased permeability, of the BBB is a feature of many neurodegenerative diseases, including Alzheimer’s disease (AD), vascular dementia (VaD), and multiple sclerosis [1,2,3].

Continuous peripheral activation of the immune system during systemic infection can affect the CNS and activate microglia, the resident immune cells [4]. Clinical studies have reported that peripheral infection and systemic inflammation lead to the progression of cognitive decline in AD [5,6,7]. Chronic inflammatory conditions such as atherosclerosis [8,9], obesity [10], and periodontitis [11] are either risk factors for and/or associated with late-onset AD. Animal models have also demonstrated that peripheral activation of immune cells by inflammatory stimuli such as lipopolysaccharide (LPS) can impact BBB permeability, increasing microglial activation [12,13,14,15,16]. Together, these studies support a role for systemic inflammation in modulating BBB function and increasing neuroinflammation within the CNS.

Neutrophils are the most abundant white blood cells in the circulation and act as the first line of defense through various mechanisms, including the rapid production of reactive oxygen species, phagocytosis, degranulation and release of extracellular traps. Neutrophil depletion in transgenic murine models of AD reduces AD-like pathology by reducing amyloid-β deposits and improves cognition in mice [17]. Patients with dementia have significantly higher levels of circulating neutrophils than non-neurological controls [18], and their activation status correlates with AD progression [19]. While these studies indicate a role for neutrophils in AD, neutrophil extravasation is not routinely associated with AD pathology, and the effect of neutrophils on the BBB is currently unknown.

There is increasing evidence that cells use plasma membrane-derived microvesicles (MV) to communicate with distant target cells [20,21]. Neutrophils produce low levels of neutrophil-derived microvesicles (NMV) under normal physiological conditions [22]. However, elevated levels of NMV have been reported under inflammatory conditions [22,23,24]. NMV vary in size, ranging from 100 to 1000 nm in diameter, and have a double layered membrane [25,26]. They contain a range of inflammatory proteins, mRNA, microRNA and adhesion molecules such as CD11a and L-selectin [27,28]. NMV have been shown to impair the integrity of other endothelial cells such as human coronary arterial endothelial cells (HCAEC) [29], human umbilical vein endothelial cells (HUVEC) [30] and other myeloid cells [31], but their effects on BMEC are unknown.

The current study tested the hypothesis that in response to systemic infection NMV are internalized by BMEC, altering their integrity. Specifically, the study aimed to determine whether NMV interact with BMEC, their mechanism of internalization and NMV-induced transcriptomic changes in brain endothelial cells.

## 2. Results

### 2.1. Characterization of NMV

NMV isolated from the blood of healthy volunteers were analyzed using ZetaView nanoparticle tracking analysis (NTA) revealed they were heterogenous with a mean size of 226 nm (Figure 1A), confirming previous characterization studies carried out in our laboratory [29]. The majority of NMV were in the range of 100–300 nm in diameter. NMV isolated from *N*-formylmethionine-leucyl-phenylalanine (fMLP)-stimulated peripheral blood neutrophils were further characterized using flow cytometry. As MV express molecules characteristic of the parent cell, we analyzed the expression of the neutrophil specific surface antigen CD66b, detecting expression in 57.2 ± 18.87% NMV (Figure 1B). In addition, NMV were stained for annexin V (Figure 1C), demonstrating expression of phosphatidylserine on the surface of NMV, as described for other MV preparations [31,32,33]. Furthermore, there was no detectable contamination by CD14-positive MV, confirming negligible contamination with monocyte MV (Figure 1D).

### 2.2. NMV Are Internalised by Human Brain Endothelial Cells

Confocal laser microscopy revealed that fluorescently labelled NMV interacted with a confluent monolayer of hCMEC/D3 cells (Figure 2A). Orthogonal views confirmed the internalization of NMV by brain endothelial cells, detected within 2 h of incubation. To determine whether NMV colocalized with early endosomes, hCMEC/D3 cells were stained with antibodies against early endosome antigen-1 (EEA-1). After 2 h incubation, a proportion of NMV was found to be associated with early endosomes (Figure 2B). The internalization of NMV by hCMEC/D3 was validated and quantified by flow cytometry following the quenching of surface fluorescence using trypan blue. Fluorescently labelled NMV were detected in 48.36 ± 11.37% of brain endothelial cells (Figure 2C–F).

### 2.3. The Internalization of NMV Occurs via Multiple Pathways

Incubation of hCMEC/D3 with NMV at 4 °C significantly decreased the internalization of NMV by 94.65 ± 0.81%, p-0.0001 (Figure 3B), demonstrating that this is an energy-dependent process. NMV internalization was significantly reduced by 51.51 ± 7.219%, p-0.003 (Figure 3A) after the addition of the chelating agent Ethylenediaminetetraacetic Acid (EDTA), indicating that the internalization is metal ion-dependent. Stimulation of hCMEC/D3 with LPS or TNF-α had no effect on NMV internalization (Figure 3C). Pre-treatment with proteinase K, a broad specificity protease, significantly reduced internalization by 88.51 ± 3.619%, p-0.0001 (Figure 3D), suggesting protein–protein interaction is needed for internalization of NMV.

To determine other possible cellular uptake mechanisms responsible for NMV internalization, cells were treated with various pharmacological inhibitors, including: dynasore to inhibit the function of dynamin, cytochalasin D to inhibit actin elongation and the formation of microfilaments, 5-(*N*-Ethyl-*N*-isopropyl)amiloride (EIPA) to block the activity of Na^+^/H^+^ exchangers required for micropinocytosis, monodansylcadaverine (MDC) to inhibit clathrin-mediated endocytosis, and genistein to inhibit caveolin-mediated endocytosis. The largest reduction in internalization was seen with Dynasore (59.79 ± 5.01%, p-0.0001), followed by cytochalasin D (59.05 ± 13.35%, p-0.0001) and EIPA (49.47 ± 9.908%, p-0.0001) (Figure 3D). MDC significantly reduced internalization by 39.55 ± 17.51%, p-0.0004, while genistein and wortmannin had a moderate effect (25.83 ± 14.08%, p-0.0374 and 25.95 ± 16.61%, p-0.0229, respectively). Varying levels of internalization inhibition resulting from targeting these differing pathways suggests that NMV uptake occurs via multiple pathways.

### 2.4. Internalization of NMV Impacts the Transcriptomic Profile of Brain Endothelial Cells

While NMV are internalized after 2 h, the time to impact mRNA expression is likely longer. Therefore transcriptomic analysis of hCMEC/D3 after 24 h incubation with NMV was performed using Human Genome U133 Plus 2.0 Arrays, which contain at least one probe for each gene and recognize over 39,000 genes. 

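RNA was taken from 5 control and 5 NMV samples of hCMEC/D3, an immortalized line of human brain microvascular endothelial cells, after 24 h without NMV or with 300 NMV per µL, and each sample was hybridized to its own array. The deposited values are log2 signals per probe set that the authors background-corrected, normalized across the 10 arrays and summarized by RMA. The submitters' notes also name Transcriptome Analysis Console 4. Of the 54675 probe sets, 62 are controls of the manufacturer, and the other 54613 were tested. Of these, 41091 carry 1 gene symbol, 1801 carry several and 11721 carry none. Each of the 19775 genes was represented by its probe set with the highest mean over all arrays. No genome build accompanies the probe sets, so no positions are given.
Differences between NMV and control samples were tested with limma 3.58.1 (linear model with moderated variance, two-sided). A gene was called higher or lower at the paper's thresholds, a p of at most 0.05 and a fold change of at least 1.2. The paper does not state whether its p was adjusted, and the unadjusted p was used here. P-values adjusted by the method of Benjamini and Hochberg over all genes are given beside these calls. Groups of genes were tested with camera, the competitive gene set test in limma, on 32 lists written before the data were examined, with p-values adjusted over the lists. The number of arrays limits the precision of each value. The text does not state whether the samples of a group came from separate cultures or separate NMV isolations, so the p-values measure the spread between these samples.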

Principal component analysis confirmed there were no sample outliers (Figure 4A) and QC were within an acceptable range. 

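Control and NMV arrays were intermixed on the main axes of variation when all 54613 probe sets were used. Component 1 held 33.2% of the variance and component 2 held 15.2%. The position on component 1 was 9.48 ± 57.7 for control arrays and -9.48 ± 34.8 for NMV arrays (SD, n = 5 per group, two-sided exact permutation test, p = 0.587). The condition accounted for 8.28% of the total sum of squares (exact permutation test, p = 0.77), and the median over all splits into 5 and 5 arrays was 10.1%. On the 1238 probe sets at the paper's thresholds, which are chosen for the separation, this share was 42.4% (exact permutation test, p = 0.00794, the smallest that 5 arrays against 5 allow). Arrays correlated with one another at 0.964 to 0.984 within the control group and at 0.977 to 0.989 within the NMV group. Across the groups, control 1 and NMV 1 correlated at 0.9927 and control 5 and NMV 5 at 0.9937, above any value within a group. The arrays numbered 2, 3 and 4 correlated across the groups at 0.9828, 0.9833 and 0.979.
The arrays were ordered along component 1 by the difference between the 3' and 5' probe sets of actin. Pearson's r was -0.964 (permutation test, p = 1e-05, the smallest that the permutations can give; adjusted over 9 relations, 9e-05) and Spearman's rho was -0.988 (p = 3e-05 by permutation, adjusted 0.00027). Without the 2 arrays farthest from the median actin difference r was -0.947, and within the groups it was -0.963. The actin difference was 1.86 ± 0.41 in control arrays and 1.98 ± 0.27 in NMV arrays (SD, n = 5 per group, exact permutation test, p = 0.611). Control 1 and NMV 1 had the largest differences, 2.48 and 2.32. The same difference for GAPDH ran the other way: it correlated with that of actin at r = -0.78 (permutation test, p = 0.0036, adjusted 0.0065) and rho = -0.758 (p = 0.015 by permutation, adjusted 0.027), and at r = -0.337 without control 1 and NMV 1. These 2 transcripts therefore do not give one order of RNA integrity. The mean of the poly-A spike controls, which are added to the RNA before it is amplified, followed component 1 at r = 0.895 (permutation test, p = 0.00057, adjusted 0.0026) and rho = 0.83 (p = 0.0053 by permutation, adjusted 0.018). Genes of the interferon response, a group of 38 measured genes such as IFIT2, MX2, TRIM22 and CMPK2, followed the same order. Their mean over the list correlated with the actin difference at r = 0.877 (permutation test, p = 0.0012, adjusted 0.0032) and rho = 0.794 (p = 0.0089 by permutation, adjusted 0.02), and at r = 0.879 within the groups.

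**Figure D1:**
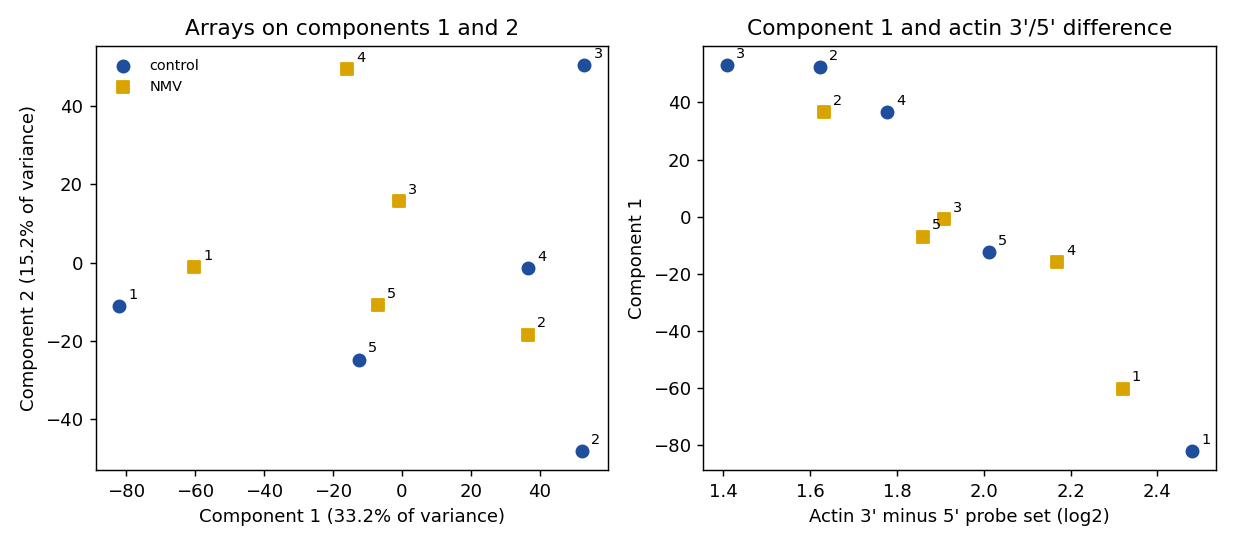
Left, the 5 control arrays (circles) and 5 NMV arrays (squares) on components 1 and 2 of all probe sets, in arbitrary units; right, component 1 against the difference between the 3' and 5' actin probe sets in log2. Each point is an array with its sample number. Control 1 and NMV 1 lie at the low end of component 1 and the high end of the actin difference.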

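CPA3, which encodes a carboxypeptidase best known from mast cells, had the largest rise with NMV, from 3.75 ± 0.75 to 5.18 ± 0.40 (mean log2 signal ± SD, n = 5 per group). Its log2 fold change was 1.42 (standard error 0.32). LRRN3, a membrane protein with leucine-rich repeats, rose from 3.24 ± 0.60 to 4.28 ± 0.39. The bitter taste receptor TAS2R50 rose by 0.77, and SESN3, a sestrin of the cellular stress response, rose by 0.76 on the log2 scale. Both were weakly expressed, with control means of 2.54 and 2.79, so the sizes of these rises are uncertain. The control means of CPA3 and LRRN3 were also under a log2 signal of 5, so the sizes of their rises are uncertain as well. PIK3C3, the class III phosphoinositide 3-kinase of endosomes and autophagy, rose from 7.60 ± 0.35 to 8.02 ± 0.21, and GCC1, a golgin, rose from 6.49 ± 0.34 to 6.92 ± 0.09. The antisense RNA MAMDC2-AS1 fell from 2.84 ± 1.01 to 1.68 ± 0.25, a log2 fold change of -1.15 (standard error 0.39), but its signal with NMV lies near the floor of the arrays, so the size of this fall and its rank are uncertain. The hormone gene RLN2 fell by 0.55 to 2.02, at the dim end of the array's range, so its size and rank are uncertain as well. RP1L1 fell by 0.56 and the Ras regulator RASAL1 fell by 0.46, and these sizes are uncertain too, with dim control means of 3.87 and 3.44.
In each of these genes all 5 NMV arrays lay on one side of all 5 control arrays. The genes were chosen for this lack of overlap. Their p of 0.00794 from the exact permutation test follows from that choice and is not evidence for any of them. They belong to the 12 largest rises, between 0.35 and 1.42, and the 12 largest falls, between -1.15 and -0.39, among called genes with no overlap between groups. Groups did not overlap in 73 of the 19775 genes, 0.369%, where chance gives 0.794%, and 46 of the 73 were called. No gene had an adjusted p under 0.05 from limma. PIK3C3 lost its call without control 2 (log2 fold change 0.27), NMV 1 (0.41) or NMV 4 (0.34), and MAMDC2-AS1 ranged from -1.35 without control 1 to -0.79 without control 2. GCC1 kept its call and ranged from 0.28 without control 2 to 0.49 without control 5.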

As shown in the heat map (Figure 4B), the internalization of NMV significantly altered the gene expression profile of hCMEC/D3.

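At a fold change of at least 1.2 and an unadjusted p of at most 0.05 from limma, 381 of the 19775 genes differed, 143 higher and 238 lower with NMV. Most changes were small, with 346 of the 381 under 1.5-fold. CPA3, LRRN3 and TAS2R14 rose by at least 2-fold and MAMDC2-AS1, which was near the floor of the arrays with NMV, fell by at least 2-fold. The genes that fell were mostly weakly expressed, since 82.8% of them and 51.7% of the genes that rose had a mean log2 signal under 5, against 48% of all genes. The median log2 fold change was between -0.07 and -0.02 for genes with a mean signal under 5, and between 0.04 and 0.06 for genes above 6.
An unadjusted p of at most 0.05 was reached by 404 genes, 2.04% of those tested. Without any difference 989 would be reached on average if the arrays were independent, but in the 13 other splits examined that part all 5 pairs of like-numbered arrays the median share was 1.76%. The smallest unadjusted p was 7e-04, the smallest adjusted p was 1 from limma, and no gene passed an adjusted p of 0.05. In place of the 381 called genes there were 1244 without control 1, 677 without control 5, 616 without NMV 2, 724 without both arrays numbered 1 and 814 with the sample number as a block, and a filter on a mean signal of at least 5 left 64 higher and 38 lower. After cyclic loess normalization 175 genes were higher and 167 lower. These counts take 1 probe set per gene, and the paper's text does not state whether it counted genes or probe sets. Of probe sets, 1238 passed with limma's moderated variance. With ordinary variance, a setting chosen after the values were seen, 932 did (364 higher and 568 lower).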

After setting the parameters as fold change ≥ 1.2, *p* value ≤ 0.05, 932 genes were significantly differentially expressed (363 upregulated and 569 downregulated) (GEO public database accession code GSE137111). 

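Of 43 measured genes of tight junctions, CGNL1 and MAGI3 rose with NMV, none fell and 41 did not pass the test. CGNL1, which encodes a cingulin-like protein of the junctional plaque, rose from 3.48 ± 0.23 to 4.03 ± 0.47, and the scaffold MAGI3 rose from 6.10 ± 0.12 to 6.44 ± 0.16 (mean log2 signal ± SD, n = 5 per group). Their log2 fold changes were 0.55 (standard error 0.21, exact permutation test, p = 0.0556) and 0.35 (standard error 0.11, p = 0.00794 from the same exact test). CLDN5, the main claudin of brain endothelium, measured 4.89 ± 0.35 in control and 4.60 ± 0.15 in NMV samples, a difference of -0.29 that did not pass (exact permutation test, p = 0.151). The log2 fold change was -0.05 for OCLN and -0.07 for TJP1 on the brightest probe set. Neither sign held with each array left out, with ranges from -0.20 to 0.03 for OCLN and from -0.14 to 0.04 for TJP1. The other probe sets of OCLN were above 0, between 0.13 and 0.21, and that of TJP1 was at -0.21. As a group these genes did not pass (camera, adjusted p = 0.429, and 0.746 with an estimated correlation).
Among 107 genes of vesicle coats, tethers and Rab GTPases, 72 were above 0 and the list was higher with NMV (camera, adjusted p = 0.025). With an estimated correlation the adjusted p was 0.477. The only member called was DNM1, a dynamin that cuts vesicles from membranes, which fell by 0.37 (exact permutation test, p = 0.0238). Genes of iron-sulfur proteins, which stand for the metal cluster group, were also higher as a list, with 37 of 52 above 0 (camera, adjusted p = 0.0131, and adjusted p = 0.495 with an estimated correlation). PRIM2, the large subunit of DNA primase, rose by 0.33 among them. None of 54 genes of RNA localization and nuclear export was called (camera, adjusted p = 0.15, and 0.538 with an estimated correlation). Of 5 genes with an FY-rich domain, KMT2C, a histone methyltransferase, fell from 8.82 ± 0.43 to 8.29 ± 0.27 on its brightest probe set (SD, n = 5 per group). That was the only 1 of its 6 probe sets to pass, and the rest lay between -0.12 and 0.08. The other genes did not pass on their brightest probe set, with log2 fold changes of -0.23 for KMT2A, -0.19 for KMT2B, -0.16 for KMT2D and 0.15 for TBRG1. Without NMV 4 these were -0.0965 for KMT2A, -0.0273 for KMT2B and 0.126 for KMT2D. KMT2D was at -0.423 without control 3, and TBRG1 ranged from 0.07 to 0.22 with 1 array left out. A dimmer probe set, 1 of 11, passed as lower for KMT2A (-0.61, exact permutation test, p = 0.0159). For TBRG1 1 of 6 did (-0.52, p = 0.0317 from the same exact test). As a list they had a median of -0.19, at percentile 0.295 of random lists of matched expression, and did not pass camera (adjusted p = 0.152, and 0.623 with an estimated correlation). The difference in list mean between NMV and control arrays was -0.191, and it was -0.0502 without NMV 4 and -0.319 without control 3.
No member of these lists had a p under 0.05 adjusted over the list alone, and the themes were taken from groups that the study found on these samples, so their counts are not independent evidence. CGNL1 lost its call without control 4 (log2 fold change 0.49), NMV 2 (0.41) or NMV 3 (0.44), KMT2C without control 2 (-0.44), control 4 (-0.43) or NMV 4 (-0.45) and on the mean of its 6 probe sets, and PRIM2 without control 4 (0.24) or NMV 4 (0.28), while CLDN5 passed as lower without control 1 (-0.39) and was closest to 0 without control 3 (-0.17), and the FY-rich list passed as lower without control 3 (adjusted p = 0.00543) and with the mean of all probe sets (adjusted p = 0.0407). MAGI3 lost its call with the mean of all probe sets, and both MAGI3 and KMT2C lost it without probe sets that may cross-hybridize, where KMT2A passed as lower. The vesicle list lost its call without control 1 (adjusted p = 0.162), NMV 3 (0.0969) or NMV 5 (0.0589), and the iron-sulfur list without control 1 (0.244) or NMV 5 (0.0589), and both lost it with a mean signal of at least 5 and after cyclic loess or quantile normalization.

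**Figure D2:**
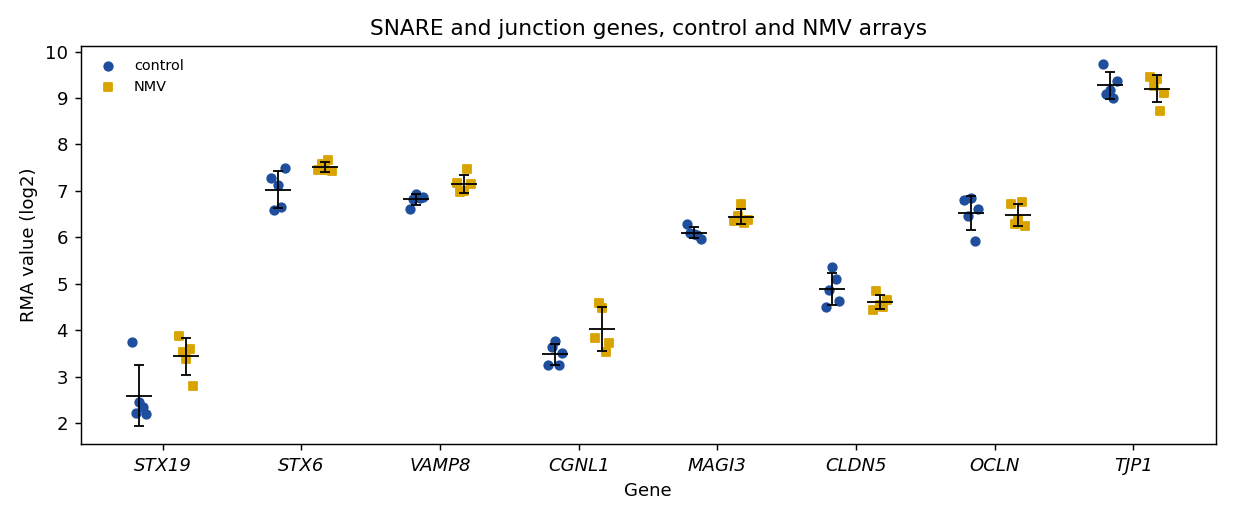
Log2 RMA signal of 3 SNARE genes (STX19, STX6, VAMP8) and 5 junction genes in control (circles) and NMV (squares) arrays, each point an array, the horizontal line the mean and the bars the SD of 5 arrays. VAMP8 and MAGI3 were higher in all NMV than in all control arrays, while the groups overlapped in the others.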

Functional grouping analysis with the highest stringency setting identified dysregulated genes that were associated with TJ proteins, ubiquitin-mediated proteolysis, vesicular transport and metal cluster binding (Table 1).

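Of 36 measured SNARE genes, whose products fuse vesicles with their target membranes, 3 rose with NMV and 33 did not pass, with 26 above 0 and 10 below. The list was higher relative to other genes at an adjusted p of 0.0131 from camera, but not with an estimated correlation (adjusted p = 0.477). STX19 rose from 2.59 ± 0.66 to 3.44 ± 0.40, STX6, a syntaxin of the trans-Golgi network and endosomes, rose from 7.03 ± 0.39 to 7.52 ± 0.10, and VAMP8 of endosomes rose from 6.82 ± 0.12 to 7.15 ± 0.20 (mean log2 signal ± SD, n = 5 per group). STX19 was weakly expressed, so the size of its rise is uncertain (exact permutation test, p = 0.0476). Its signal was 3.76 in control 1, within the NMV range of 2.80 to 3.88, and between 2.19 and 2.45 in the other controls. The mean of the list was 0.099 higher in NMV arrays (exact permutation test, p = 0.0476, adjusted over 43 measures of the arrays 0.769).
Of 111 genes of ubiquitin-mediated proteolysis, 72 were above 0 (camera, adjusted p = 0.0465, and adjusted p = 0.495 with an estimated correlation). ANAPC4, a subunit of the anaphase-promoting complex, was the only one called and rose by 0.35 (standard error 0.13, exact permutation test, p = 0.0317). In the p38 MAPK pathway, MAP3K4, a kinase upstream of p38, rose by 0.29 and the other 46 of 47 genes did not pass (camera, adjusted p = 0.694). No member of 43 genes of SMAD2/3 signaling was called (adjusted p = 0.414). Of 13 genes of coenzyme A synthesis, a list that does not stand for the coenzyme B biosynthesis of Table 2, PANK4, a member of the pantothenate kinase family, rose by 0.37 (adjusted p = 0.204 for the list). Among 11 genes of gap junction degradation, DNM1 was called and GJA1, which encodes connexin 43, had a log2 fold change of 0.08 (camera, adjusted p = 0.652). In the same list DNM2 did not pass, with a log2 fold change of 0.22 (exact permutation test, p = 0.0952). It passed as higher without control 1 (0.31). The median of that list was 0.01 and its mean -0.04. The mean was -0.105 without control 1 and -0.00144 without control 5. With an estimated correlation the adjusted p was 0.746 for p38, 0.746 for SMAD2/3, 0.495 for coenzyme A and 0.777 for gap junction degradation.
The 3 called SNARE genes compare with 0.694 expected (one-sided Fisher's exact test against the 19775 genes, p = 0.0317), and no list's excess of called genes passed when adjusted over the 32 lists (smallest adjusted p = 1). No member passed when adjusted over the list alone. Apart from coenzyme A, these lists follow pathways that the study picked on these samples and are not independent evidence of a direction. The SNARE list lost its call without control 1 (adjusted p = 0.162) or NMV 5 (0.0589) and the ubiquitin list without any one of control 1 to 4, NMV 1, NMV 3 and NMV 5 (between 0.0672 and 0.252), and both lost it with a mean signal of at least 5 and after cyclic loess or quantile normalization. Leaving out 1 array ended the call of VAMP8 (NMV 4, log2 fold change 0.25), MAP3K4 (control 2, 0.22), ANAPC4 (control 2, 0.30; NMV 3, 0.33; NMV 4, 0.28) and PANK4 (control 2, 0.35; control 4, 0.28; NMV 3, 0.30; NMV 5, 0.30).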

Kyoto encyclopedia of genes and genomes or KEGG pathway analysis in Database for Annotation Visualization and Integrated Discovery (DAVID) and IMPaLA identified dysregulated pathways including ubiquitin mediated proteolysis, SNARE mediated vesicular transport and the P38 pathway (Table 2), demonstrating NMV significantly affect the gene expression of major pathways involved in cellular functions in brain endothelial cells.

### 2.5. NMV Increase the Permeability and Decrease the Transendothelial Electrical Resistance of hCMEC/D3

As the microarray data indicated that the internalization of NMV impacts genes associated with vascular integrity, we sought to validate this finding by assessing the effect of NMV on the permeability of a confluent monolayer of hCMEC/D3. 

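Genes of the endothelial barrier outside the tight junction showed few differences after 24 h with NMV. None of 19 genes of the endothelial adherens junction was called, and its cadherin CDH5 measured 4.56 ± 0.32 in control and 4.39 ± 0.15 in NMV samples (mean log2 signal ± SD, n = 5 per group). Of 24 genes of endothelial identity, MMRN1, which encodes a multimerin stored by endothelial cells and platelets, rose from 1.65 ± 0.13 to 2.07 ± 0.30 at the dim end of the array's range, and the others did not pass. None of 26 transporters of the blood-brain barrier was called. Among 37 genes of endothelial inflammatory activation through NF-kB none was called, and the log2 fold change was -0.37 for the adhesion molecule ICAM1 (standard error 0.34, exact permutation test, p = 0.373), which passed as lower with the sample number as a block and ranged from -0.62 without NMV 1 to -0.16 without NMV 3, and 0.00 for VCAM1 (standard error 0.21).
As groups, none of these lists passed, with adjusted p-values from camera of 0.47 for the adherens junction, 0.956 for endothelial identity, 0.857 for the transporters and 0.735 for inflammatory activation. With an estimated correlation they were 0.746, 0.98, 0.922 and 0.854. EEA1, the marker of early endosomes used in Figure 2, had a log2 fold change of 0.65 (standard error 0.39) and did not pass (exact permutation test, p = 0.23), except with the sample number as a block, where it passed as higher. It ranged from 0.30 without control 2 to 0.82 without control 4.
From the groups and pathways that its functional analysis returned for the called genes (Table 1 and Table 2), the paper concludes that NMV affect major pathways of brain endothelial cells, and it reasons from the genes tied to vascular integrity to its tests of monolayer permeability.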

To study the impact of NMV on paracellular leakage, 10 kDa and 70 kDa FITC-dextran were employed to investigate the effect of NMV on the paracellular transport of small and large molecules, respectively. When the paracellular flux of 10 kDa was investigated, there was a significant increase in flux of 10 kDa FITC-dextran to the basolateral chamber (40.8 ± 3.3%, p-0.0024). LPS, which disrupts the endothelial monolayer [34,35], was used as a positive control and significantly increased the flux of 10 kDa FITC-dextran (36.6 ± 5.3%, p-0.0034) (Figure 5A). Similarly, paracellular flux of 70 kDa FITC-dextran was significantly increased when NMV were present (20.9 ± 4.8%, p-0.0272) (Figure 5B), whilst LPS had no significant effect (Figure 5B).

In addition to assessing the effect of NMV on dextran permeability, we also measured TEER, as a quantitative measure of barrier integrity. The internalization of NMV induced a time-dependent effect on the permeability of the cell monolayer in vitro, NMV induced a decrease in the TEER of the confluent monolayer within the first hour and, during the subsequent hours, TEER continued to decrease (Figure 5C). Within 3 h, this decrease in TEER was statistically significant (p-0.0083). LPS was used as a positive control and decreased TEER throughout the time-course (p-0.093). No cell detachment was observed during the 6 h of this experiment. 

## 3. Discussion

The inflammatory signals produced in response to systemic infection may increase BBB permeability and disrupt homeostasis in the CNS leading to neuroinflammation and neuronal dysfunction, exacerbating neurodegenerative processes [5,7,36,37,38]. However, the mechanisms by which peripheral immune activation impacts the CNS remain relatively unknown. In the current study, we demonstrate that NMV are internalized by human brain endothelial cells in vitro, significantly altering the transcriptomic profile and leading to increased monolayer permeability, suggesting a mechanism whereby the peripheral response to infection can induce BMEC dysfunction.

While extravasated neutrophils are not routinely associated with age-related neuropathology and are not usually detected in the brain, individuals with dementia have significantly higher levels of circulating neutrophils than neurological controls [18]. Conflicting reports have suggested that neutrophils from patients with dementia have a reduced immune response [39], while others have indicated neutrophil hyperactivation correlates with the progression of AD [19]. The current study isolated peripheral-blood neutrophils and identified a potential mechanism whereby neutrophils can alter the function of the BMEC. Neutrophils were stimulated with fMLP, a bacterial peptide, to induce MV formation using a well-characterized, standard protocol [25,29,40,41], and NMV were characterized using nanoparticle tracking and annexin V staining, indicating the presence of phosphatidylserine [25,28,30,32]. NMV also expressed CD66b, demonstrating that it originated from neutrophils although heterogeneity in CD66b expression is reported in the literature [25,32,42,43]. CD66b is an important surface marker expressed on neutrophils and is involved in adherence of neutrophils to endothelial cells [44]. The expression of this molecule on the surface of NMV may aid in adhesion to brain endothelial cells, although detailed work is needed to understand how NMV adhere to the cells. 

Uptake of MV originating from other cell types such as monocytes, platelets, and cancer cells has been widely reported [32,43,45,46,47], but to our knowledge, this is the first study to report the internalization of NMV by human brain microvascular endothelial cells. In support of other studies which have demonstrated the interaction between NMV and other endothelial cells, such as HUVEC and HCAEC [29,43], our study using confocal microscopy and flow cytometry confirmed the interaction and subsequent uptake of NMV by hCMEC/D3 cells. It should be noted that while flow cytometry is a standard approach to quantitate the number of cells that have internalized NMV, it does not discriminate between single or multiple NMV uptake. Once internalized, NMV associate with early endosomal compartments, as demonstrated by the co-localization with EEA-1, supporting the role of endocytosis as major route of entry [46,48]. EEA-1 is an early endosomal protein that has been linked with endocytic vesicles before the fusion with early endosomes [49]. However, only a small proportion of NMV co-localized with EEA-1, while the majority were found near to endosomes. Real time tracking of MV through the cell is needed to understand the fate of NMV after they are internalized and localized in the endosome. 

To understand the mechanism of internalization, initially, we investigated whether the process is broadly active or passive. Co-incubation of hCMEC/D3 with NMV at 4 °C almost completely inhibited internalization, demonstrating that uptake is an energy-dependent process [47,50,51]. Furthermore, treatment with proteinase K significantly reduced internalization, demonstrating that uptake likely requires some form of initial surface binding. There are ongoing studies to identify the key proteins present on the surface of MV [52] and further studies to identify which proteins are involved in the recognition of, and binding to, target cells are required.

Uptake of NMV by hCMEC/D3 was partially inhibited by EDTA, a metal ion chelator, suggesting that internalization may be partially calcium-dependent [46,53]. To further understand the contribution of the endocytotic pathway to NMV internalization, we utilized pharmacological inhibitors. Cytochalasin D depolymerizes actin, thereby preventing endocytosis [54], while dynasore is a GTPase inhibitor that reversibly inhibits dynamin activity [55]. Both cytochalasin D and dynamin significantly reduced internalization in hCMEC/D3, supporting the findings of other studies that have shown these compounds reduce internalization of extracellular vesicles in other types of cells [46,48,56]. Notably, both inhibitors did not completely inhibit the internalization of NMV uptake. These results together indicate that NMV uptake is energy-dependent and requires cytoskeletal rearrangement, which are both indicative of endocytic pathways. Furthermore, EIPA also significantly reduced internalization, demonstrating a role for macropinocytosis in uptake, in agreement with the literature [46,50,56]. However, it should be noted that EIPA has an effect on cellular pH, which may also impact the uptake of NMV [57]. Other inhibitors, including MDC, wortmannin (PI3-Akt pathway inhibitor), and genistein, also had moderate effects on internalization. Interestingly, none of the chemical inhibitors completely inhibited internalization, possibly due to the heterogeneous nature of the NMV population. NMV range in size from 100 to 1000 nm in diameter [25,26] and the multiple pathways employed for internalization may suggest the mechanism of uptake of NMV is dependent on their size and surface molecule expression [58,59]. However, further studies are required to fully elucidate these mechanisms.

We further demonstrate that inflammatory stimuli such as LPS and TNF-α did not alter NMV internalization. In response to inflammatory stimuli, BMEC increase their expression of ICAM-1. While blocking ICAM-1 reduces the uptake of extracellular vesicles in dendritic cells and HCAEC [29,60], other studies report blocking ICAM-1/VCAM-1 does not reduce internalization of platelet-derived MV by BMECs [46]. Together, these studies highlight that the origin of MV and their target cells play a significant role in the way that MV are internalized.

Various methods of stimulation have been shown to elicit the formation of NMV that affect other target cells, such as endothelial cells [32,61,62] and macrophages [25,63]. NMV impact the gene expression profile of HUVEC [43], and in the current study, we demonstrate that NMV significantly change the transcriptomic profile of human brain endothelial cells. Specifically, NMV induced dysregulation in expression of tight junction proteins, p38 pathway, and SNARE-mediated vesicular transport. One of the differentially expressed genes, Tumor Protein P53 Inducible Nuclear Protein 1 (*TP53INP1*), is a downstream target for miR155 [64] which is enriched in NMV [29]. 

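TP53INP1, a stress-induced protein of apoptosis and autophagy, measured 6.61 ± 0.55 in control and 6.76 ± 0.24 in NMV samples of hCMEC/D3 (mean log2 signal ± SD, n = 5 per group). The log2 fold change was 0.14 (standard error 0.23) and did not pass (exact permutation test, p = 0.595), with a range from 0.03 without control 2 to 0.32 without control 1. Of its 3 probe sets none passed in limma, and the dimmest had a log2 fold change of 0.27 (exact permutation test, p = 0.0635). None of 33 measured genes listed as targets of miR-155 was called, with 19 above and 14 below 0 (camera, adjusted p = 0.414, and 0.761 with an estimated correlation). None of 27 target genes of p53 was called (camera, adjusted p = 0.393, and 0.746 with an estimated correlation).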

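MAP3K4 was the member of the MAP3K family of stress kinases that rose with NMV, from 6.82 ± 0.17 to 7.11 ± 0.05 (mean log2 signal ± SD, n = 5 per group), with every NMV array above every control array. The other 17 of 18 family members did not pass on their brightest probe set. MAP3K1 had a log2 fold change of 0.32 there (standard error 0.24, exact permutation test, p = 0.278) and of 0.91 on its dimmer probe set (exact p = 0.0159), which passed. Of their other probe sets 1 passed as lower for MAP3K13 (-0.60, exact permutation test, p = 0.0238) and 1 for MAP3K19 (-0.33, exact p = 0.0317). As a family they did not pass (camera, adjusted p = 0.407, and 0.578 with an estimated correlation). The median of the family was below 0 and its mean 0.058 above. The mean was 0.025 without control 3 and 0.0925 without control 1. TGFBR1, a receptor for transforming growth factor β, measured 6.76 ± 0.47 in control and 6.81 ± 0.30 in NMV samples, and none of its 3 probe sets passed. BID, which links death receptors to mitochondrial apoptosis, measured 7.02 ± 0.34 and 7.01 ± 0.21 on its brightest probe set. On the dimmest of its 3 probe sets the log2 fold change was 0.53 (exact permutation test, p = 0.00794), which passed. None of 36 regulators of apoptosis was called (camera, adjusted p = 0.414, and 0.597 with an estimated correlation).
MAP3K4 lost its call without control 2 (0.22) and on the mean of its probe sets, and MAP3K1 passed without control 1 (0.49) and on the mean of its probe sets, MAP3K5 without NMV 2 (0.34), MAP3K9 without control 5 (0.41) or NMV 5 (0.43), after cyclic loess and with the sample number as a block, MAP3K11 without NMV 2 (-0.41) and MAP3K21 without control 5 (0.62). Their values closest to 0 with 1 array left out were 0.16 for MAP3K1, 0.15 for MAP3K5, 0.20 for MAP3K9, -0.16 for MAP3K11 and 0.15 for MAP3K21.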

Other dysregulated genes, including transforming growth factor β receptor 1 (*TGF-βR1)*, BH3- interacting domain 1 (*BID1*), and mitogen activated protein kinase kinase kinase (*MAP3K*), are involved cellular apoptosis and inflammation and can affect vascular integrity [65,66,67,68].

In support of our transcriptomic data, functional studies confirmed that NMV significantly decrease the integrity and significantly increase the permeability of a confluent monolayer of hCMEC/D3, supporting studies which have demonstrated increased disruption of the BBB by MV isolated from the plasma in vitro [69] and exosomes in vivo [70]. While our results confirm previous findings that hCMEC/D3 have a TEER ranging from 20 to 30 Ω/cm^2^ [71,72], it should be noted that this does not reflect the TEER of the BBB in vivo, which ranges between 1500 and 2000 Ω/cm^2^ [73]. Many methods have been used to increase the TEER in hCMEC/D3, including co-culturing with astrocytes [74] and growing them under sheer stress [75], which increases TEER slightly. Nonetheless, hCMEC/D3 is a robust, commonly utilized model of the BBB [72,76,77,78].

Systemic inflammation is known to modulate BBB function, and MV have been shown to increase endothelial permeability [79,80]. When the BBB is disturbed, the flux of tracer molecules increases through the cell monolayer [81], thereby allowing us to utilize this effect to study the changes in permeability. Here we report that NMV significantly increase the flux of FITC-dextran (both 10 kDa and 70 kDa) through a confluent monolayer of hCMEC/D3. The change in flux of 10 kDa FITC-dextran was greater than that for 70 kDa, suggesting that NMV have a greater effect on the flux of smaller molecules through the monolayer. Notably, most cytokines have small molecular weights [82] and increased flux of cytokines across the BBB can modulate the neuroinflammatory response [83,84].

In summary, we have shown that the internalization of NMV significantly impacts the transcriptomic profile of hCMEC/D3 cells, including the dysregulation of genes associated with tight junctions and vesicular transport, and significantly increases the permeability and decreases the TEER of a monolayer of brain endothelial cells. This internalization process is energy-dependent and uses multiple endocytic pathways. NMV are being increasingly studied as therapeutic targets. Neutrophils exhibit considerable plasticity and are responsive to bidirectional signaling [85], therefore it may be possible to modulate the peripheral immune response, in particular, neutrophils, to influence therapeutic outcomes in AD. Understanding the effects of NMV on the BMEC could identify a potential mechanism linking systemic inflammation and accelerated cognitive decline in dementia patients, however further work is required to assess the impact of NMV on the BMEC in a relevant animal model in vivo and to characterize the content of NMV. In conclusion, this study provides novel insights into the role of NMV in BMEC dysfunction.

## 4. Materials and Methods

### 4.1. Cell Culture

hCMEC/D3 cells were obtained from Cedarlane, Canada and were cultured in EBM-2 medium with 2.5% FBS and supplemented with vascular endothelial growth factor (VEGF), insulin-like growth factor (IGF-1), human epidermal growth factor (hFGF), human basic fibroblast growth factor (hFGF), hydrocortisone, and ascorbic acid (all provided in EGM-2 MV bulletkit, Lonza, Basel, Switzerland). Cells were cultured on Collagen type-I (Sigma, Gillingham, UK) coated plates. All experiments were carried out between passage 27–35.

### 4.2. Neutrophil-Derived Microvesicle Isolation

Venous blood was obtained from consenting healthy volunteers over the age of 18 with no known medical conditions following ethical approval from the University of Sheffield Research Ethics Committee (reference No: SMBRER310, Date of approval, 1/05/2014). Peripheral blood neutrophils were isolated based on the protocol by Timar et al. [86] with minor modifications. Briefly, peripheral venous blood was collected in tubes containing 3.8% sodium citrate and was separated by density gradient centrifugation using Histopaque-1077 (Cambridge Bioscience, Cambridge, UK). Red blood cells were lysed, and isolated neutrophils were stimulated with the bacterial-derived peptide fMLP (10 µmol/L, Sigma) for 1 h (37 °C in 5% CO_2_). Neutrophils and large cell debris were pelleted by centrifugation (500× *g* for 5 min followed by 1500× *g*, 5 min respectively). A sample was taken for cytospin to check for any cellular contamination. The supernatant was centrifuged at 20,000× *g* for 30 min to pellet NMV. The pelleted NMV were resuspended in 0.2-µm sterile-filtered PBS. The number of NMV from each isolation was determined using a BD LSRII flow cytometer (Becton Dickinson, Wokingham, UK). The settings were standardized on forward-scatter and side-scatter gates using Megamix beads of various sizes (0.5, 0.9, 3 µm, BioCytex, Marseille, France). NMV were quantified using Sphero™AccuCount beads (Saxon Europe, Kelso, UK). The flow cytometer was set to count 1000 beads and the concentration of NMV in the sample was calculated using the manufacturer’s instructions.

### 4.3. Flow Cytometric Analysis

NMV were resuspended in PBS and incubated with either FITC-Annexin V (according to manufacturer’s instructions, Biolegend, London, UK), mouse anti-human CD66b (1 µg/mL, Clone: G10F5, BD Bioscience), CD14 (0.75 µg/ ml, Clone: M5E2, BD Bioscience) fluorescently-conjugated antibodies or appropriate isotype controls for 45 min in the dark at 4 °C. Labeling was assessed using a BD LSRII flow cytometer (Becton Dickinson) and data was analyzed using FlowJo software (FlowJo v10.3; Treestar Inc, Ashland, OR, USA).

### 4.4. Nanoparticle Tracking Analysis

Size distribution of NMVs was determined using nanoparticle tracking analysis. The ZetaView (Particle Metrix, Meerbusch, Germany) was calibrated using 110 nm polystyrene beads (Thermofisher, Runcorn, UK). NMVs were diluted in milliQ water and loaded into the cell. The frame rate was set to 3.75 frames/second and shutter speed of 70. Measurements were taken at 11 positions in the cell, with 2 cycles of each position. Data were then analyzed using Particle Metrix software (ZetaView 8.03.08.03) and Microsoft Excel 2010 (Microsoft Corp., Washington, DC, USA).

### 4.5. Neutrophil Microvesicle Internalization by Endothelial Cells

NMV were fluorescently labeled with PKH-26 or PKH-67 (Sigma) according to the manufacturer’s instructions. NMV were pelleted by centrifugation (20,000× *g*, 30 min). Fluorescently-labeled NMV (300 NMV/µL) were added to hCMEC/D3 cells plated on collagen type-I coated 24-well plates (30,000 cells/well and grown to confluence) and incubated at 37 °C for 2 h. For flow cytometric analysis, cells were washed, trypsinised, and resuspended in PBS. 100 µL of trypan blue (1 mg/mL) was added to each sample immediately prior to analysis on the flow cytometer to ensure the fluorescent signal detected was only from internalized NMV [87]. Changes in mean fluorescence intensity and % positive cells were analyzed using FACSDiva acquisition software version 8 (Becton Dickinson) and FlowJo analysis software v10.3 (Treestar Inc, Ashland, OR, USA.

To determine PKH-26 localization, the cells were fixed with 4% paraformaldehyde for 10 min, washed twice, and permeabilized with 0.1% Triton-X for 3 min. The cells were washed three times and non-specific binding was blocked using 3% BSA for 30 min. Actin filaments were stained using FITC-Phalloidin (1:200) and nuclei were counterstained using TOPRO-3-iodide (1 µg/mL, Life Technologies, Paisley, UK).

For the co-localization experiment, hCMEC/D3 cells were stained using antibodies to EEA-1 antigen (SC-365652, 5µg/mL, SantaCruz Biotechnology, Heidelberg, Germany) and nuclei were counterstained using Hoechst nuclear dye (1 µg/mL, Sigma). Localization of NMV was visualized using a Zeiss KSM 880 with an Airyscan confocal microscope and images were obtained using Zeiss Leica Zen imaging software (Leica, Milton Keynes, UK).

### 4.6. Analysis of Internalization Pathways

hCMEC/D3 cells were plated as described above. To determine if inflammatory stimuli such as TNF-α or LPS influence the rate of internalization, cells were preincubated with TNF-α (10 ng/mL) or LPS (1 µg/mL) 16 h before adding NMV.

For inhibition experiments, EIPA (50 µM), EDTA (0.1 µM), or cytochalasin D (1 µM) were added to the wells 30 min prior to NMV addition, while monodansylcadaverine (MDC) (150 µM) or Dynasore (1 µM) were added 1 h prior. Cells were preincubated for 1 h with genistein (100 µM) and wortmannin (1 µM), which removed by aspiration before the addition of NMV. For proteinase K (150 ug/mL), cells were pre-incubated for 30 min and washed once with PBS before adding NMV. The mean fluorescence intensity was measured by flow cytometry as described above.

### 4.7. RNA Extraction and Amplification

hCMEC/D3 cells were incubated with NMV for 24 h and RNA was extracted using the Direct-zol RNA kits (Cambridge Bioscience), according to the manufacturer’s instructions. The quantity and quality of the extracted RNA were determined using Nanodrop 1000 spectrophotometer (Thermo Fisher Scientific, Altrincham, UK) and a 2100 Bioanalyzer (Agilent, Stockport, UK).

### 4.8. Microarray Amplification and Microarray Hybridization

For RNA amplification, the GeneChip 3′ IVT Express amplification protocol (Thermo Fisher Scientific) was used. Briefly, 100 ng of total RNA was annealed to an oligo-d(T) primer with a T7 polymerase binding site. After the generation of double-stranded complementary DNA (cDNA), copy RNA (cRNA) was transcribed, which acted as the RNA template for second round amplification. At the end of this round, biotin-labeled cRNA was prepared using the Affymetrix Gene Chip in vitro transcription labelling kit (Affymetrix). The RNA quality was assessed after the clean-up of biotin-labeled cRNA using Agilent Bioanalyser 2100 (Agilent) 12.5ug of labeled antisense RNA was fragmented and 11 µg applied to HGU133 Plus 2.0 gene microarrays and hybridized over 16 h at 45 °C in a rotating oven at 60 rpm. Post-hybridization washing and sample staining was carried out using FluidicStation400 (Thermo Fisher Scientific) and the Gene Chip Operating System (Thermo Fisher Scientific) and was scanned using a GC3000 7G scanner (Thermo Fisher Scientific).

### 4.9. Microarray Analysis

The Robust Multi-array Average (RMA) was used to determine intensity distribution and eliminate sample outliers [88]. Microarray analysis was carried out using Qlucore Omics Explorer (Qlucore, Lund, Sweden) and setting the parameters of significantly differentially expressed genes as *p* ≤ 0.05 and fold change of minimum 1.2. Functional analysis was performed using the Database for Annotation Visualization and Integrated Discovery (DAVID) and PANTHER to group the genes according to their function and functional pathways.

### 4.10. Permeability Assay

To assess monolayer permeability, hCMEC/D3 cells were cultured on 24 well transwell inserts (0.4 µm pores, PET, Starsstead) to confluence for 4 days. To measure the barrier integrity, FITC-dextran of 10 kDa and 70 kDa (1 mg/mL, Sigma) was added to the apical chamber in phenol red-free media. Samples (100 µL) were taken from the basolateral chamber at times 0, 6, and 24 h. The equivalent volume of phenol red-free medium was added back to the chamber to compensate for the reduction in volume due to sampling. Transwell inserts without cells were included as controls for membrane interference. Fluorescence was measured using a plate reader with excitation at 492 nm and emission at 520 nm.

### 4.11. Transendothelial Electrical Resistance (TEER)

Transwell inserts were coated with collagen-I were used to seed hCMEC/D3 cells grown to confluence. TEER was measured in triplicates using the STX01 electrode and Millicell- ERS Volt-Ohmmeter. NMV (300/µL) were added to the apical side and three readings were taken every hour for 6 h, and the average was used to calculate TEER. LPS (1 µg/mL) was used as a positive control.

### 4.12. Statistical Analysis

All statistical analysis was performed using GraphPad Prism version 7.00 (Graphpad software, San Diego, CA, USA). Results are presents as mean ± standard deviation unless otherwise stated. Analyses used are indicated in each figure legend.

## Figures and Tables

**Figure 1:**
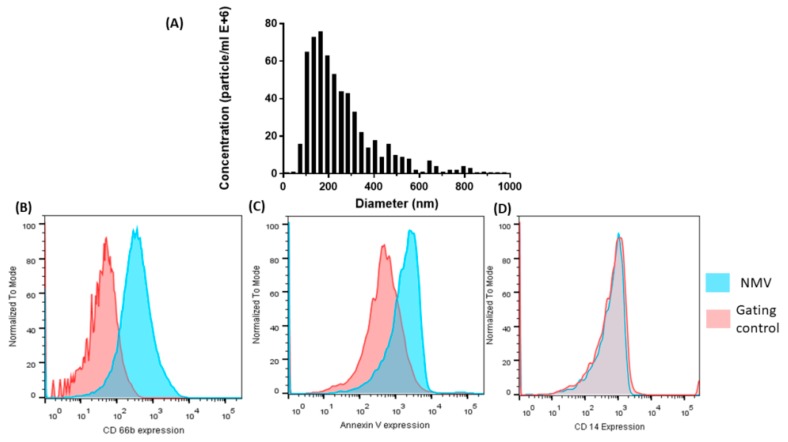
Characterization of neutrophil-derived microvesicles (NMV) internalization by hCMEC/D3. (**A**) NMV size distribution were measured using ZetaView nanoparticle tracking analysis. NMV express (**B**) the neutrophil surface antigen CD66b and (**C**) annexin V, but not (**D**) CD14 (monocytes), as detected by flow cytometry. Isotype control was used to gate for CD66b and CD14 positivity, unlabeled NMVs were used to set the gate for Annexin V positivity. Histograms are representative of three individual neutrophil isolations.

**Figure 2:**
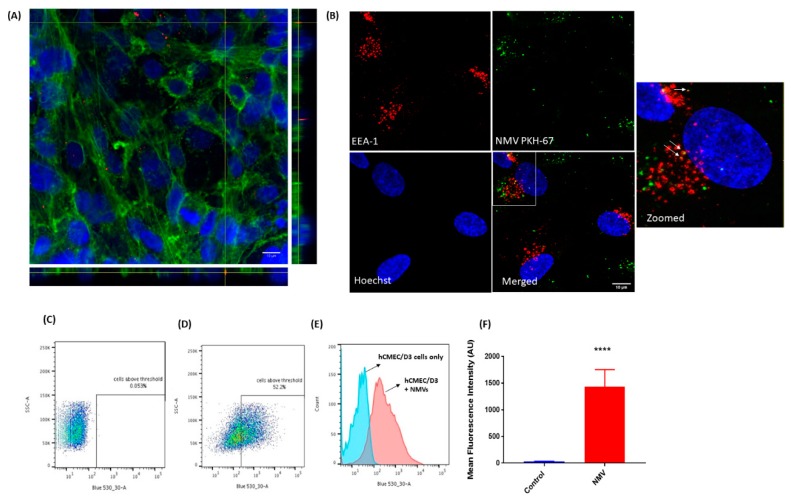
Internalization of NMV by hCMEC/D3. (**A**) NMV interaction was visualized using confocal microscopy. PKH-26- NMV (red) were incubated with hCMEC/D3 for 2 h, fixed and stained (FITC-phalloidin (green) and Topro-3-iodide (blue). Orthogonal views demonstrated the presence of NMV inside the cells. Images were obtained on Zeiss LSM 510 confocal and 63×/1.4 oil immersion lens. (**B**) Confocal analysis of hCMEC/D3 stained for EEA-1 antigen (red), PKH-67 NMV (green) and counter-stained for nuclei (blue). Zeiss LSM 880 with Airyscan with a 63× oil immersion lens was used to obtain the images. Zoomed in image (50%). (**C**) PKH-67- NMV were incubated with hCMEC/D3 for 2 h and cells analyzed for fluorescence by flow cytometry. Trypan blue (1 mg/mL) was added to the sample immediately prior to analysis. Fluorescence intensity of unlabeled endothelial cells was used as a parameter to set the threshold for PKH-67-positivity and to gate-out any cellular autofluorescence. (**D**) hCMEC/D3 incubated with PKH-67 NMV after 2 h (**E**) Representative histogram of florescence intensity of hCMEC/D3 cells with and without NMV. (**F**) Mean Fluorescence Intensity (MFI) was calculated using FlowJo software (FlowJo v10.3). Results represent mean ± SD (*n* = 5, **** *p* < 0.0001, Unpaired *t*-test).

**Figure 3:**
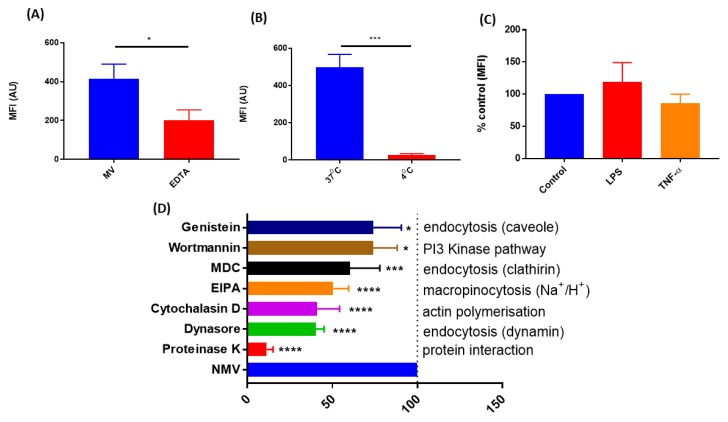
Mechanisms of NMV internalization by hCMEC/D3 cells. (**A**) Co-incubation with EDTA, a metal ion chelator significantly reduced internalization. (**B**) NMV internalization was significantly reduced at 4 °C. (**C**) Pre-incubation with LPS (1 µg/mL) and TNF-α (10 ng/mL) did not affect internalization. (**D**) hCMEC/D3 cells were pre-incubated with pharmacological inhibitors genistein, wortmannin, MDC, EIPA, cytochalasin D, Dynasore, and also proteinase K and PKH-67 labeled NMV were added for 2 h. Data represent 3–5 independent experiments and are presented as the percentage of NMV uptake compared to the positive control with no inhibitors (mean ± SD, One-way ANOVA with Dunnett’s multiple comparison test * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 4:**
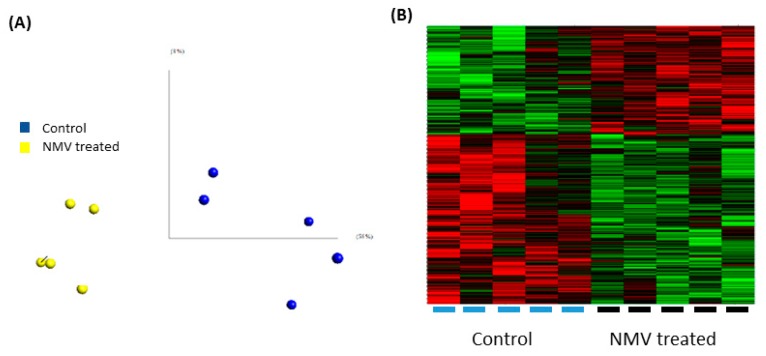
Internalization of NMV significantly impacts the transcriptome of hCMEC/D3. (**A**) Principal component analysis of microarray data. (**B**) Heat map depicting up-regulated (red) and down-regulated (green) gene expression changes (FC ≥ 1.2, *p* ≤ 0.05), 932 genes were significantly differentially expressed (363 up-regulated genes and 569 down-regulated genes). Blue bars represent untreated BMEC samples while the black bars represent BMEC treated with NMV.

**Figure 5:**
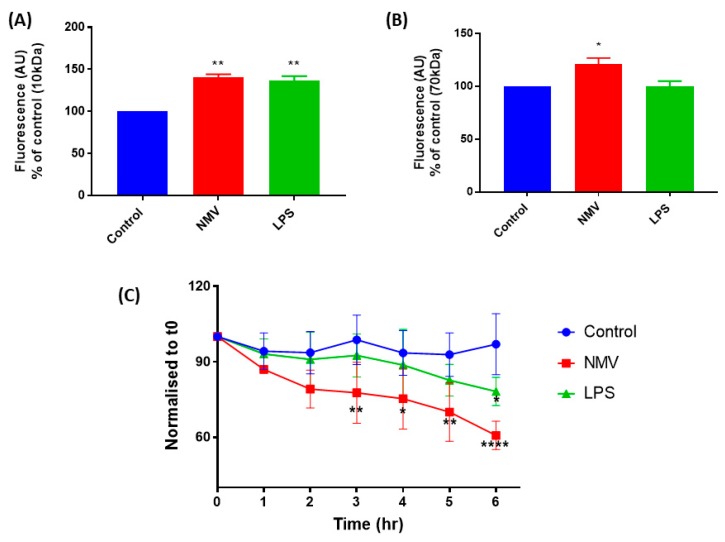
NMV significantly increase the permeability and decrease the electrical resistance of a hCMEC/D3 monolayer. NMV significantly increase the flux of (**A**) 10 kDa dextran and (**B**) 70 kDa dextran across a confluent monolayer of hCMEC/D3. (**C**) NMV significantly decrease TEER within 3 h. Data represent 3 independent experiments, expressed as mean ± SD. Statistical significance was measured using one-way ANOVA, * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

**Table 1:** Functional grouping analysis of microarray data using Database for Annotation Visualization and Integrated Discovery (DAVID).

Functional Group	*p*-Value	Number of Genes
Tight junction proteins	0.0062	6
Vesicle mediated transport	0.0074	19
Protein transport	0.0019	18
RNA localization	0.0011	9
Metal cluster binding	0.032	4
FY-rich terminals	0.0043	3

**Table 2:** KEGG pathway analysis of microarray data using DAVID and IMPaLA.

Pathway	*p*-Value
Ubiquitin-mediated proteolysis	0.034
SNARE-mediated vesicular transport	0.0163
P38 pathway/Regulation of SMAD2/3 signaling	0.0191
Coenzyme B biosynthesis	0.0209
Gap junction degradation	0.0324

## Abbreviations

AD	Alzheimer’s Disease
BBB	Blood brain barrier
BMEC	Brain microvascular endothelial cells
CNS	Central nervous system
EDTA	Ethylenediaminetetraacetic Acid
EEA-1	Early endosomal antigen-1
EIPA	5-(N-Ethyl-N-isopropyl)amiloride
fMLP	N-formylmethionine-leucyl-phenylalanine
HCAEC	Human coronary arterial endothelial cells
HUVEC	Human umbilical vein endothelial cells
ICAM-1	Intercellular adhesion molecule-1
LPS	Lipopolysachharide
MDC	Monodansylcadaverine
MFI	Mean Fluorescent Intensity
MV	Microvesicles
NMV	Neutrophil derived microvesicles
NVU	Neuro vascular unit
TEER	Tranendothelial electrical resistance
TJ	Tight junction
VaD	Vascular Dementia

## References

[1] Cai Z., Qiao P.-F., Wan C.-Q., Cai M., Zhou N.-K., Li Q. (2018). Role of Blood-Brain Barrier in Alzheimer’s Disease. J. Alzheimers Dis..

[2] Wang F., Cao Y., Ma L., Pei H., Rausch W.D., Li H. (2018). Dysfunction of Cerebrovascular Endothelial Cells: Prelude to Vascular Dementia. Front. Aging Neurosci..

[3] Minagar A., Alexander J.S. (2003). Blood-brain barrier disruption in multiple sclerosis. Mult. Scler..

[4] Dantzer R., O’Connor J.C., Freund G.G., Johnson R.W., Kelley K.W. (2008). From inflammation to sickness and depression: When the immune system subjugates the brain. Nat. Rev. Neurosci..

[5] Cunningham C., Hennessy E. (2015). Co-morbidity and systemic inflammation as drivers of cognitive decline: New experimental models adopting a broader paradigm in dementia research. Alzheimers Res. Ther..

[6] Lim A., Krajina K., Marsland A.L. (2013). Peripheral Inflammation and Cognitive Aging. Modern Trends in Psychiatry.

[7] Holmes C., Cunningham C., Zotova E., Woolford J., Dean C., Kerr S., Culliford D., Perry V.H. (2009). Systemic inflammation and disease progression in Alzheimer disease. Neurology.

[8] Gupta A., Iadecola C. (2015). Impaired Aβ clearance: A potential link between atherosclerosis and Alzheimer’s disease. Front. Aging Neurosci..

[9] Yarchoan M., Xie S.X., Kling M.A., Toledo J.B., Wolk D.A., Lee E.B., Van Deerlin V., Lee V.M.-Y., Trojanowski J.Q., Arnold S.E. (2012). Cerebrovascular atherosclerosis correlates with Alzheimer pathology in neurodegenerative dementias. Brain.

[10] Pugazhenthi S., Qin L., Reddy P.H. (2017). Common neurodegenerative pathways in obesity, diabetes, and Alzheimer’s disease. Biochim. Biophys. Acta Mol. Basis Dis..

[11] Ide M., Harris M., Stevens A., Sussams R., Hopkins V., Culliford D., Fuller J., Ibbett P., Raybould R., Thomas R. (2016). Periodontitis and Cognitive Decline in Alzheimer’s Disease. PLoS ONE.

[12] Qin L., Wu X., Block M.L., Liu Y., Breese G.R., Hong J.-S., Knapp D.J., Crews F.T. (2007). Systemic LPS causes chronic neuroinflammation and progressive neurodegeneration. Glia.

[13] Semmler A., Okulla T., Sastre M., Dumitrescu-Ozimek L., Heneka M.T. (2005). Systemic inflammation induces apoptosis with variable vulnerability of different brain regions. J. Chem. Neuroanat..

[14] Nishioku T., Dohgu S., Takata F., Eto T., Ishikawa N., Kodama K.B., Nakagawa S., Yamauchi A., Kataoka Y. (2009). Detachment of brain pericytes from the basal lamina is involved in disruption of the blood-brain barrier caused by lipopolysaccharide-induced sepsis in mice. Cell. Mol. Neurobiol..

[15] Huang C., Irwin M.G., Wong G.T.C., Chang R.C.C. (2018). Evidence of the impact of systemic inflammation on neuroinflammation from a non-bacterial endotoxin animal model. J. Neuroinflammation.

[16] Hoogland I.C.M., Houbolt C., van Westerloo D.J., van Gool W.A., van de Beek D. (2015). Systemic inflammation and microglial activation: Systematic review of animal experiments. J. Neuroinflammation.

[17] Zenaro E., Pietronigro E., Della Bianca V., Piacentino G., Marongiu L., Budui S., Turano E., Rossi B., Angiari S., Dusi S. (2015). Neutrophils promote Alzheimer’s disease-like pathology and cognitive decline via LFA-1 integrin. Nat. Med..

[18] Shad K.F., Aghazadeh Y., Ahmad S., Kress B. (2013). Peripheral markers of Alzheimer’s disease: Surveillance of white blood cells. Synapse.

[19] Dong Y., Lagarde J., Xicota L., Corne H., Chantran Y., Chaigneau T., Crestani B., Bottlaender M., Potier M.-C., Aucouturier P. (2018). Neutrophil hyperactivation correlates with Alzheimer’s disease progression. Ann. Neurol..

[20] Muralidharan-Chari V., Clancy J.W., Sedgwick A., D’Souza-Schorey C. (2010). Microvesicles: Mediators of extracellular communication during cancer progression. J. Cell Sci..

[21] Raposo G., Stoorvogel W. (2013). Extracellular vesicles: Exosomes, microvesicles, and friends. J. Cell Biol..

[22] Nieuwland R., Berckmans R.J., McGregor S., Boing A.N., Romijn F.P., Westendorp R.G., Hack C.E., Sturk A. (2000). Cellular origin and procoagulant properties of microparticles in meningococcal sepsis. Blood.

[23] Prakash P.S., Caldwell C.C., Lentsch A.B., Pritts T.A., Robinson B.R.H. (2012). Human microparticles generated during sepsis in patients with critical illness are neutrophil-derived and modulate the immune response. J. Trauma Acute Care Surg..

[24] Chironi G., Simon A., Hugel B., Del Pino M., Gariepy J., Freyssinet J.-M., Tedgui A. (2006). Circulating leukocyte-derived microparticles predict subclinical atherosclerosis burden in asymptomatic subjects. Arterioscler. Thromb. Vasc. Biol..

[25] Gasser O., Schifferli J.A. (2004). Activated polymorphonuclear neutrophils disseminate anti-inflammatory microparticles by ectocytosis. Blood.

[26] Hess C., Sadallah S., Hefti A., Landmann R., Schifferdi J.A. (1998). Ectosomes released by human neutrophils are specialized functional units. Mol. Immunol..

[27] Hong Y., Eleftheriou D., Hussain A.A.K., Price-Kuehne F.E., Savage C.O., Jayne D., Little M.A., Salama A.D., Klein N.J., Brogan P.A. (2012). Anti-neutrophil cytoplasmic antibodies stimulate release of neutrophil microparticles. J. Am. Soc. Nephrol..

[28] Jaffe E.A., Nachman R.L., Becker C.G., Minick C.R. (1973). Culture of Human Endothelial Cells Derived from Umbilical Veins. Identification by Morphologic and Immunologic Criteria. J. Clin. Invest..

[29] Gomez I., Ward B., Souilhol C., Recarti C., Ariaans M., Johnston J., Burnett A., Mahmoud M., Luong L.A., West L. (2018). Neutrophil microvesicles drive atherosclerosis by delivering miR-155 to atheroprone endothelium. bioRxiv.

[30] Dalli J., Norling L.V., Renshaw D., Cooper D., Leung K.-Y., Perretti M. (2008). Annexin 1 mediates the rapid anti-inflammatory effects of neutrophil-derived microparticles. Blood.

[31] Rhys H.I., Dell’Accio F., Pitzalis C., Moore A., Norling L.V., Perretti M. (2018). Neutrophil Microvesicles from Healthy Control and Rheumatoid Arthritis Patients Prevent the Inflammatory Activation of Macrophages. EBioMedicine.

[32] Pitanga T.N., de Aragão França L., Rocha V.C.J., Meirelles T., Borges V.M., Gonçalves M.S., Pontes-de-Carvalho L.C., Noronha-Dutra A.A., dos-Santos W.L.C. (2014). Neutrophil-derived microparticles induce myeloperoxidase-mediated damage of vascular endothelial cells. BMC Cell Biol..

[33] Gyorgy B., Szabo T.G., Pasztoi M., Pal Z., Misjak P., Aradi B., Laszlo V., Pallinger E., Pap E., Kittel A. (2011). Membrane vesicles, current state-of-the-art: Emerging role of extracellular vesicles. Cell. Mol. Life Sci..

[34] Wong D., Dorovini-Zis K., Vincent S.R. (2004). Cytokines, nitric oxide, and cGMP modulate the permeability of an in vitro model of the human blood–brain barrier. Exp. Neurol..

[35] Gaillard P.J., de Boer A., Bert G., Breimer D.D. (2003). Pharmacological investigations on lipopolysaccharide-induced permeability changes in the blood–brain barrier in vitro. Microvasc. Res..

[36] Marsland A.L., Gianaros P.J., Kuan D.C.-H., Sheu L.K., Krajina K., Manuck S.B. (2015). Brain morphology links systemic inflammation to cognitive function in midlife adults. Brain. Behav. Immun..

[37] King E., O’Brien J.T., Donaghy P., Morris C., Barnett N., Olsen K., Martin-Ruiz C., Taylor J.-P., Thomas A.J. (2018). Peripheral inflammation in prodromal Alzheimer’s and Lewy body dementias. J. Neurol. Neurosurg. Psychiatry.

[38] Teixeira F.B., Saito M.T., Matheus F.C., Prediger R.D., Yamada E.S., Maia C.S.F., Lima R.R. (2017). Periodontitis and Alzheimer’s Disease: A Possible Comorbidity between Oral Chronic Inflammatory Condition and Neuroinflammation. Front. Aging Neurosci..

[39] Le Page A., Dupuis G., Frost E.H., Pawelec G.P., Witkowski J.M., Larbi A., Fülöp T. (2017). Role of the Innate Immune Response in the Progression of Alzheimer’s Disease. Innov. Aging.

[40] Pliyev B.K., Kalintseva M.V., Abdulaeva S.V., Yarygin K.N., Savchenko V.G. (2014). Neutrophil microparticles modulate cytokine production by natural killer cells. Cytokine.

[41] Nolan S., Dixon R., Norman K., Hellewell P., Ridger V. (2008). Nitric Oxide Regulates Neutrophil Migration through Microparticle Formation. Am. J. Pathol..

[42] Porro C., Lepore S., Trotta T., Castellani S., Ratclif L., Battaglino A., Di Gioia S., Martínez M.C., Conese M., Maffione A.B. (2010). Isolation and characterization of microparticles in sputum from cystic fibrosis patients. Respir. Res..

[43] Dalli J., Montero-Melendez T., Norling L.V., Yin X., Hinds C., Haskard D., Mayr M., Perretti M. (2013). Heterogeneity in neutrophil microparticles reveals distinct proteome and functional properties. Mol. Cell. Proteomics.

[44] Kim D., Haynes C.L. (2013). On-chip evaluation of neutrophil activation and neutrophil-endothelial cell interaction during neutrophil chemotaxis. Anal. Chem..

[45] Li J., Zhang Y., Liu Y., Dai X., Li W., Cai X., Yin Y., Wang Q., Xue Y., Wang C. (2013). Microvesicle-mediated transfer of microRNA-150 from monocytes to endothelial cells promotes angiogenesis. J. Biol. Chem..

[46] Faille D., El-Assaad F., Mitchell A.J., Alessi M.-C., Chimini G., Fusai T., Grau G.E., Combes V. (2012). Endocytosis and intracellular processing of platelet microparticles by brain endothelial cells. J. Cell. Mol. Med..

[47] Kawamoto T., Ohga N., Akiyama K., Hirata N., Kitahara S., Maishi N., Osawa T., Yamamoto K., Kondoh M., Shindoh M. (2012). Tumor-Derived Microvesicles Induce Proangiogenic Phenotype in Endothelial Cells via Endocytosis. PLoS ONE.

[48] Fitzner D., Schnaars M., van Rossum D., Krishnamoorthy G., Dibaj P., Bakhti M., Regen T., Hanisch U.-K., Simons M. (2011). Selective transfer of exosomes from oligodendrocytes to microglia by macropinocytosis. J. Cell Sci..

[49] Wilson J.M., de Hoop M., Zorzi N., Toh B.H., Dotti C.G., Parton R.G. (2000). EEA1, a tethering protein of the early sorting endosome, shows a polarized distribution in hippocampal neurons, epithelial cells, and fibroblasts. Mol. Biol. Cell.

[50] Schneider D.J., Speth J.M., Penke L.R., Wettlaufer S.H., Swanson J.A., Peters-Golden M. (2017). Mechanisms and modulation of microvesicle uptake in a model of alveolar cell communication. J. Biol. Chem..

[51] Faille D., Combes V., Mitchell A.J., Fontaine A., Juhan-Vague I., Alessi M.-C., Chimini G., Fusai T., Grau G.E. (2009). Platelet microparticles: A new player in malaria parasite cytoadherence to human brain endothelium. FASEB J. Off. Publ. Fed. Am. Soc. Exp. Biol..

[52] Cvjetkovic A., Jang S.C., Konečná B., Höög J.L., Sihlbom C., Lässer C., Lötvall J. (2016). Detailed Analysis of Protein Topology of Extracellular Vesicles–Evidence of Unconventional Membrane Protein Orientation. Sci. Rep..

[53] Yuan D., Zhao Y., Banks W.A., Bullock K.M., Haney M., Batrakova E., Kabanov A. (2017). V Macrophage exosomes as natural nanocarriers for protein delivery to inflamed brain. Biomaterials.

[54] Lamaze C., Fujimoto L.M., Yin H.L., Schmid S.L. (1997). The actin cytoskeleton is required for receptor-mediated endocytosis in mammalian cells. J. Biol. Chem..

[55] Macia E., Ehrlich M., Massol R., Boucrot E., Brunner C., Kirchhausen T. (2006). Dynasore, a cell-permeable inhibitor of dynamin. Dev. Cell.

[56] Kuhn D.A., Vanhecke D., Michen B., Blank F., Gehr P., Petri-Fink A., Rothen-Rutishauser B. (2014). Different endocytotic uptake mechanisms for nanoparticles in epithelial cells and macrophages. Beilstein J. Nanotechnol..

[57] Koivusalo M., Welch C., Hayashi H., Scott C.C., Kim M., Alexander T., Touret N., Hahn K.M., Grinstein S. (2010). Amiloride inhibits macropinocytosis by lowering submembranous pH and preventing Rac1 and Cdc42 signaling. J. Cell Biol..

[58] Sun X.-Y., Gan Q.-Z., Ouyang J.-M. (2017). Size-dependent cellular uptake mechanism and cytotoxicity toward calcium oxalate on Vero cells. Sci. Rep..

[59] Rejman J., Oberle V., Zuhorn I.S., Hoekstra D. (2004). Size-dependent internalization of particles via the pathways of clathrin- and caveolae-mediated endocytosis. Biochem. J..

[60] Morelli A.E., Larregina A.T., Shufesky W.J., Sullivan M.L.G., Stolz D.B., Papworth G.D., Zahorchak A.F., Logar A.J., Wang Z., Watkins S.C. (2004). Endocytosis, intracellular sorting, and processing of exosomes by dendritic cells. Blood.

[61] Mesri M., Altieri D.C. (1998). Endothelial cell activation by leukocyte microparticles. J. Immunol..

[62] Mesri M., Altieri D.C. (1999). Leukocyte microparticles stimulate endothelial cell cytokine release and tissue factor induction in a JNK1 signaling pathway. J. Biol. Chem..

[63] Eken C., Martin P.J., Sadallah S., Treves S., Schaller M., Schifferli J.A. (2010). Ectosomes released by polymorphonuclear neutrophils induce a MerTK-dependent anti-inflammatory pathway in macrophages. J. Biol. Chem..

[64] Zhang H., Goudeva L., Immenschuh S., Schambach A., Skokowa J., Eiz-Vesper B., Blasczyk R., Figueiredo C. (2015). miR-155 is associated with the leukemogenic potential of the class IV granulocyte colony-stimulating factor receptor in CD34^+^ progenitor cells. Mol. Med..

[65] Walshe T.E., Saint-Geniez M., Maharaj A.S.R., Sekiyama E., Maldonado A.E., D’Amore P.A. (2009). TGF-beta is required for vascular barrier function, endothelial survival and homeostasis of the adult microvasculature. PLoS ONE.

[66] Yeretssian G., Correa R.G., Doiron K., Fitzgerald P., Dillon C.P., Green D.R., Reed J.C., Saleh M. (2011). Non-apoptotic role of BID in inflammation and innate immunity. Nature.

[67] Korsmeyer S.J., Wei M.C., Saito M., Weiler S., Oh K.J., Schlesinger P.H. (2000). Pro-apoptotic cascade activates BID, which oligomerizes BAK or BAX into pores that result in the release of cytochrome c. Cell Death Differ..

[68] Winter-Vann A.M., Johnson G.L. (2007). Integrated activation of MAP3Ks balances cell fate in response to stress. J. Cell. Biochem..

[69] Edrissi H., Schock S.C., Hakim A.M., Thompson C.S. (2016). Microparticles generated during chronic cerebral ischemia increase the permeability of microvascular endothelial barriers in vitro. Brain Res..

[70] Yang T., Martin P., Fogarty B., Brown A., Schurman K., Phipps R., Yin V.P., Lockman P., Bai S. (2015). Exosome Delivered Anticancer Drugs Across the Blood-Brain Barrier for Brain Cancer Therapy in Danio Rerio. Pharm. Res..

[71] Eigenmann D.E., Xue G., Kim K.S., Moses A.V., Hamburger M., Oufir M. (2013). Comparative study of four immortalized human brain capillary endothelial cell lines, hCMEC/D3, hBMEC, TY10, and BB19, and optimization of culture conditions, for an in vitro blood-brain barrier model for drug permeability studies. Fluids Barriers CNS.

[72] Weksler B., Romero I.A., Couraud P.-O. (2013). The hCMEC/D3 cell line as a model of the human blood brain barrier. Fluids Barriers CNS.

[73] Butt A.M., Jones H.C., Abbott N.J. (1990). Electrical resistance across the blood-brain barrier in anaesthetized rats: A developmental study. J. Physiol..

[74] Hatherell K., Couraud P.-O., Romero I.A., Weksler B., Pilkington G.J. (2011). Development of a three-dimensional, all-human in vitro model of the blood–brain barrier using mono-, co-, and tri-cultivation Transwell models. J. Neurosci. Methods.

[75] Cucullo L., Couraud P.-O., Weksler B., Romero I.-A., Hossain M., Rapp E., Janigro D. (2008). Immortalized human brain endothelial cells and flow-based vascular modeling: A marriage of convenience for rational neurovascular studies. J. Cereb. Blood Flow Metab..

[76] Papadia K., Markoutsa E., Antimisiaris S.G. (2016). How do the physicochemical properties of nanoliposomes affect their interactions with the hCMEC/D3 cellular model of the BBB?. Int. J. Pharm..

[77] Ni Y., Teng T., Li R., Simonyi A., Sun G.Y., Lee J.C. (2017). TNFα alters occludin and cerebral endothelial permeability: Role of p38MAPK. PLoS ONE.

[78] Markoutsa E., Pampalakis G., Niarakis A., Romero I.A., Weksler B., Couraud P.-O., Antimisiaris S.G. (2011). Uptake and permeability studies of BBB-targeting immunoliposomes using the hCMEC/D3 cell line. Eur. J. Pharm. Biopharm..

[79] Densmore J.C., Signorino P.R., Ou J., Hatoum O.A., Rowe J.J., Shi Y., Kaul S., Jones D.W., Sabina R.E., Pritchard K.A. (2006). Endothelium-derived microparticles induce endothelial dysfunction and acute lung injury. Shock.

[80] Andrews A.M., Lutton E.M., Merkel S.F., Razmpour R., Ramirez S.H. (2016). Mechanical Injury Induces Brain Endothelial-Derived Microvesicle Release: Implications for Cerebral Vascular Injury during Traumatic Brain Injury. Front. Cell. Neurosci..

[81] Tai L.M., Holloway K.A., Male D.K., Loughlin A.J., Romero I.A. (2010). Amyloid-β-induced occludin down-regulation and increased permeability in human brain endothelial cells is mediated by MAPK activation. J. Cell. Mol. Med..

[82] Akdis M., Aab A., Altunbulakli C., Azkur K., Costa R.A., Crameri R., Duan S., Eiwegger T., Eljaszewicz A., Ferstl R. (2016). Interleukins (from IL-1 to IL-38), interferons, transforming growth factor beta, and TNF-alpha: Receptors, functions, and roles in diseases. J. Allergy Clin. Immunol..

[83] Biesmans S., Meert T.F., Bouwknecht J.A., Acton P.D., Davoodi N., De Haes P., Kuijlaars J., Langlois X., Matthews L.J.R., Ver Donck L. (2013). Systemic immune activation leads to neuroinflammation and sickness behavior in mice. Mediators Inflamm..

[84] Henry C.J., Huang Y., Wynne A.M., Godbout J.P. (2009). Peripheral Lipopolysaccharide (LPS) challenge promotes microglial hyperactivity in aged mice that is associated with exaggerated induction of both pro-inflammatory IL-1β and anti-inflammatory IL-10 cytokines. Brain. Behav. Immun..

[85] Mantovani A., Cassatella M.A., Costantini C., Jaillon S. (2011). Neutrophils in the activation and regulation of innate and adaptive immunity. Nat. Rev. Immunol..

[86] Timár C.I., Lőrincz Á.M., Csépányi-Kömi R., Vályi-Nagy A., Nagy G., Buzás E.I., Iványi Z., Kittel Á., Powell D.W., McLeish K.R. (2013). Antibacterial effect of microvesicles released from human neutrophilic granulocytes. Blood.

[87] Sahlin S., Hed J., Runfquist I. (1983). Differentiation between attached and ingested immune complexes by a fluorescence quenching cytofluorometric assay. J. Immunol. Methods.

[88] Zhang L., Miles M.F., Aldape K.D. (2003). A model of molecular interactions on short oligonucleotide microarrays. Nat. Biotechnol..

How the deposited data were processed for this re-analysis (not part of the article)

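Total RNA of hCMEC/D3 cells after 24 h without NMV (5 control samples) or with 300 NMV per µL (5 NMV samples) was amplified, labeled with biotin and hybridized to Human Genome U133 Plus 2.0 Arrays. The authors' values are log2 signals per probe set after RMA, which includes background correction, quantile normalization across the arrays and summary of the probes, and the submitters' notes name Transcriptome Analysis Console 4 beside RMA. The values ranged from 0.66 to 13.96, with medians per array from 4.37 to 4.46, and were used without further normalization. Arrays hold no counts, so the number of arrays limits the precision.
Of the 54675 probe sets, 62 control probe sets were used for array quality and left out of the other tests. Gene symbols came from the platform's annotation, which gave 1 symbol to 41091 probe sets, and the Entrez identifiers of 41037 of these were found in the RefSeq gene table of the human reference GRCh38.p14, used for names alone. Probe sets with several symbols (1801) or none (11721) entered the tests of probe sets but not those of genes. For the 10523 genes with more than 1 probe set the one with the highest mean over all arrays was used.
Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, prior degrees of freedom 4.3), without a block. Calls follow the paper's thresholds, a fold change of at least 1.2 and a p of at most 0.05, with the p taken as unadjusted. The paper names Qlucore Omics Explorer and these limits. Its text names neither the test nor whether p was adjusted. Its statistics section names GraphPad Prism and refers to the figure legends, and the legend of Figure 4 names no test. Adjusted p-values are those of Benjamini and Hochberg. Gene lists were tested with camera at a preset correlation of 0.01 and again with a correlation estimated from the data. They were also tested with fry, which sets a list against no change and not against other genes. It is therefore not a repeat of camera's call. An excess of called genes was tested with a one-sided Fisher's exact test against all tested genes. List medians were set against 10000 random lists of matched expression. Array measures were compared by exact permutation over the 252 assignments of 5 and 5 arrays, and relations between array measures by 100000 permutations. Principal components were taken from all tested probe sets, centered and not scaled.
The lists, the tests and most alternatives were set before the data were examined. The lists cover tight junctions, ubiquitin-mediated proteolysis, SNARE vesicular transport, vesicle coats, tethers and Rab GTPases, the p38 MAPK pathway, SMAD2/3 signaling, RNA localization and nuclear export, iron-sulfur (metal) clusters, FY-rich domains, coenzyme A biosynthesis (Table 2 of the paper names coenzyme B, for which no list was made), gap junction degradation, the MAP3K family, apoptosis regulators, miR-155 targets, the endothelial adherens junction, endothelial identity, blood-brain barrier transporters, endothelial inflammatory activation, the interferon response, markers of neutrophils, of monocytes, of platelets and red cells and of astrocytes and pericytes, p53 targets, proliferation, cholesterol synthesis, the unfolded protein response, hypoxia and glycolysis, oxidative phosphorylation, cytosolic ribosomal proteins, extracellular matrix, and endocytosis and lysosome. They were written from general knowledge and are not those of the databases that the paper used, and 114 of their 1275 entries were not measured. Genes are named when the paper names them for the arrays or as markers, when they are junction genes, when they are among the 12 largest rises or 12 largest falls of called genes without overlap between groups, when they are among the 4 called members of a list with the largest change, or when they belong to a list of at most 12 genes. TAS2R14 and the probe sets given for single genes were named after their values were seen, as were the interferon genes.
The alternatives were the sample number as a block, a filter on a mean log2 signal of at least 5, ordinary variance per gene, a trend in the prior variance with robust moderation, cyclic loess or quantile normalization, array weights, leaving out probe sets that may cross-hybridize, other ways to combine or count probe sets, other thresholds, each array left out in turn, and other sets of probe sets for the principal components. Added after the data were seen were covariates for the actin 3'/5' difference, the poly-A spike controls and component 1, a fit without both arrays numbered 1, and counts of probe sets or of genes by any probe set with ordinary variance, also with the fold change between unlogged means. The same steps were tested on simulated data of 19775 genes with 200 changed.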

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

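The tests of explanations in this part were chosen after the results were seen. Across 238 groups of 5 arrays, 17 held an array far from the other 4 by Dixon's ratio, where chance gives 11.9.

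Arrays spread along component 1 without parting control from NMV, and 2.04% of genes reached an unadjusted p of at most 0.05, where independent arrays would give 5% on average without any difference. Variation that follows the actin 3'/5' difference as the whole cause of that low share is argued against, since the share was 2.87% with that difference as a covariate. The spread along component 1 is consistent with differences in RNA input, amplification or labeling, which are open, since its correlation with the poly-A spike controls was 0.895 and could have been near 0, whereas RNA integrity cannot be judged, since component 1 followed the actin difference (r = -0.964) but the GAPDH difference ran against that of actin (r = -0.78, and -0.337 without control 1 and NMV 1). A likeness of the 2 arrays numbered 1, from a shared day, culture or hybridization that is not documented, is open as well. Among splits that part 3 of the number pairs the median share was 5.9% where these arrays were together (27 splits). It was 2.44% where they were parted (37 splits), a difference of 3.46 percentage points. In the 13 other splits that, like the real one, part all 5 pairs it was 1.76%. Without both arrays numbered 1 the share in the real split was 3.7%, higher than 2.04% but still under 5%. Their likeness as its whole cause is therefore not shown. For the other numbers the splits do not decide. With the arrays numbered 1 together the difference between splits that part 1 and 3 pairs was -0.43. With the sample number as a block, which takes up all numbers at once, the share was 4.3%. NMV as the whole source of the spread along component 1 is argued against, since the SD was 57.7 among control arrays, which received none, and the difference between groups -19, and a smaller effect of NMV was not seen (exact permutation test, p = 0.587), which does not show that there was none.

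Lists of oxidative phosphorylation, iron-sulfur proteins, SNARE, vesicle coats, unfolded protein response and ubiquitin-mediated proteolysis genes were higher with NMV by camera at its preset correlation, and they consist mostly of well expressed genes. No test argued against a shift of bright against dim genes, because each list's median lay within the central 95% of random lists of matched expression, at percentile 58 for oxidative phosphorylation, 92.2 for iron-sulfur proteins, 85.8 for SNARE, 66.2 for vesicle coats, 96.5 for the unfolded protein response and 26.3 for ubiquitin. Variation of the members together across arrays is also open, since with an estimated correlation the adjusted p was 0.58, 0.495, 0.477, 0.477, 0.495 and 0.495 in the same order. Whether NMV cause such a shift, or raise these genes apart from it, is open and cannot be decided from these tests.

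Interferon-response genes differed between arrays of both groups, with list means of 0.89 in control 1, 1.01 in NMV 1 and -0.81 in control 2 relative to the mean of all arrays. The means of the arrays numbered 1 against the others were 10.1 and 7.35 for CMPK2, 9.26 and 7.39 for IFIT2, 10.5 and 8.62 for MX2 and 9.17 and 7.23 for TRIM22. Differences in RNA input, amplification or labeling stay open as a source of the spread. The correlation with the poly-A spike controls was -0.754 without control 5 and NMV 1, the 2 arrays farthest on those controls. Control 1, with its high list mean, was still included. The correlation cannot tell such differences from a difference in state between cultures. That may also give the spread and was not tested. RNA integrity cannot be judged, since the list correlated with the actin difference at 0.877 but with the GAPDH difference at -0.615, and at 0.203 without control 1 and NMV 1. NMV as the whole source is argued against, since the SD was 0.683 among control arrays, which received none, and the list mean 0.11 higher in NMV arrays (exact permutation test, p = 0.722, n = 5 per group), which leaves a smaller effect of NMV open, as the list passed as higher with the sample number as a block (camera, adjusted p = 0.00485).

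The difference between 3' and 5' GAPDH probe sets was -1.14 in control 1 and between -0.53 and -0.34 in the other control arrays. For the FY-rich list the mean was -0.42 in control 3 and between 0.09 and 0.28 in the other controls. Apoptosis regulators averaged 0.16 in NMV 1 and between -0.03 and -0.01 in the other NMV arrays. Endothelial identity genes averaged -0.31 in control 1 and between 0.03 and 0.15 in the other controls. Hypoxia and glycolysis genes averaged 0.084 in control 5 and between -0.05 and -0.02 in the other controls. OVAAL measured 1.49 in NMV 4 and between 1.69 and 1.73 in the other NMV arrays. CLTB was 7.915 in NMV 1 and between 8.70 and 8.89 in the others of its group. ACTB stood at 12.24 in control 1 against 12.66 to 12.83 in the other controls. MAP3K12 was 6.58 in NMV 4 and between 7.60 and 7.97 in the rest of the group. VCAM1 reached 3.295 in control 1 against 2.175 to 2.495 in the other controls. CLTA was 10.97 in NMV 1 and between 11.18 and 11.25 in the other NMV arrays. AP2M1 measured 9.61 in control 1 against 10.33 to 10.54 in the other controls. MYO6 was 7.53 in control 2 and between 7.99 and 8.14 in the other controls. MAP3K15 was 3.67 in control 3 against 5.80 to 6.56 in the rest of the controls. MAP3K4 was 6.53 in control 2 against 6.83 to 6.96 in the rest of the controls. PIK3C3 measured 6.99 in control 2 and between 7.62 and 7.80 in the other controls. STX19 was 3.76 in control 1 against 2.19 to 2.45 in the other controls.

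Outside the genes that the paper discusses, CPA3 had a log2 fold change of 1.42, LRRN3 of 1.04 and TAS2R14 of 1.02, the rises of at least 2-fold. CPA3 and LRRN3 were weakly expressed, with control means of 3.75 and 3.24, so these sizes are uncertain. TAS2R14 measured 4.22 ± 1.10 in control and 5.24 ± 0.53 in NMV arrays (SD, n = 5 per group), and its groups overlapped (exact permutation test, p = 0.119).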

How the results depend on the processing

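The covariates, the fit without both arrays numbered 1, ordinary variance for probe sets or for any probe set of a gene, and the fold change of unlogged means were chosen after the data were seen, as was the test of number pairs. No gene passed an adjusted p of 0.05 from limma under any alternative run, with 404 at an unadjusted p of at most 0.05 in the fit without alternatives, and where no cause is named below the cause was not tested. The 381 called genes (143 higher, 238 lower) became 814 (362 and 452) with the sample number as a block, which kept 359 of the 381, 102 (64 and 38) with a mean signal of at least 5, where fewer genes are tested, and 693 (249 and 444) with array weights. They became 815 (372 and 447) when any probe set of a gene could pass, where a gene may count in both directions, 1238 (519 and 719) for probe sets, 28 (12 and 16) at p of at most 0.01, 35 (25 and 10) at 1.5-fold, and 724 (315 and 409) without both arrays numbered 1, which lost 105 of the 381. With ordinary variance there were 932 probe sets (364 and 568), 643 genes by any probe set (276 and 367) and, with the fold change of unlogged means, 936 probe sets (362 and 574). Genes that were higher numbered 217 with the actin covariate, which kept 313 of the 381, and 247 with component 1 as a covariate. Leaving out 1 array gave 260 to 1244 genes, 99 to 525 higher and 159 to 719 lower, with 1244 without control 1, 677 without control 5 and 616 without NMV 2. Lower genes made up 62.5% of calls, 48.8% after cyclic loess and 37.3% with a mean signal of at least 5.

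Of the lists, 6 passed camera, and 9 did with the sample number as a block, with ordinary variance or with trend and robust moderation. With component 1 as a covariate 7 passed, and 6 did with the actin or the poly-A spike covariate. There were 5 with array weights or the mean of all probe sets and 4 without probe sets that may cross-hybridize. A mean signal of at least 5 left 1, cyclic loess 1 and quantile normalization 0. Camera passed 0 without both arrays numbered 1, 0 with an estimated correlation and 0 to 9 with 1 array left out. By fry, which asks a different question, 0 passed in either form. Adjusted p-values for ubiquitin, SNARE, vesicle coats and iron-sulfur proteins were 0.787, 0.395, 0.558 and 0.395 with a mean signal of at least 5, 0.8, 0.399, 0.8 and 0.409 after cyclic loess, 0.344, 0.0858, 0.232 and 0.0858 after quantile normalization, 0.0968, 0.0968, 0.206 and 0.206 without both arrays numbered 1, 0.495, 0.477, 0.477 and 0.495 with an estimated correlation, 0.585 each with fry and 0.938 each with its mixed form. Ubiquitin was also at 0.0572 without probe sets that may cross-hybridize, 0.118 with the actin covariate, 0.143 with the poly-A spike covariate and 0.169 with component 1, and ubiquitin and vesicle coats were at 0.0903 with the mean of all probe sets, where the FY-rich list passed as lower (0.0407). Leave-one-out ranges were 0.0078 to 0.252 for ubiquitin, 0.00548 to 0.162 for SNARE, 0.0078 to 0.162 for vesicle coats, 0.0016 to 0.244 for iron-sulfur proteins and 0.00543 to 0.698 for FY-rich genes, which passed without control 3. The interferon list turned from higher to lower with component 1 as a covariate (0.00576). When any probe set could pass with ordinary variance, FY-rich genes had an excess of called genes (adjusted p = 0.0104 by Fisher's exact test). The MAP3K family did as well (0.0377). That test does not allow for the number of probe sets per gene, such as 11 for KMT2A and 7 for MAP3K13. It therefore cannot tell an excess from more chances to pass.

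BID turned from -0.01 to 0.53 and CLTA from 0.01 to -0.52 without probe sets that may cross-hybridize, which replaces the probe set measured. Of 1768 values for 79 named genes over the alternatives, 2 turned with a call, 62 lost and 16 gained a call, and 126 values of uncalled genes changed sign; 23 of the 36 called genes kept the call with each array left out. Named genes with no probe set left under the signal filter, or without probe sets that may cross-hybridize, gave no value there. The condition's share of the sum of squares was 42.4% on called probe sets and 48.6% on those called with ordinary variance (exact permutation test, p = 0.00794 each), which are chosen for the separation. After removal of each group's mean, arrays of one number correlated at 0.658, 0.296, 0.174, 0.0874 and 0.241, and 7 of 10 arrays correlated best with their own number. Before that removal the arrays numbered 1 and 5 correlated at 0.9927 and 0.9937, above the highest value within a group (0.9891), and the other numbers did not. This does not establish pairs, but a paired or batch design stays open. The fit without a block and the exact tests between groups take no account of it. Of the called genes, 71.1% had a mean log2 signal under 5. In simulated data with 5 arrays a group, the calls found 97% of genes changed by 1 on the log2 scale and 69% of those changed by 0.5. At an adjusted p under 0.05 from limma these shares were 70% and 11%. Of the unchanged simulated genes 4.91% reached an unadjusted p of at most 0.05 from limma, against 2.04% of all genes on the real arrays. The simulated arrays thus differ from the real ones, and the shares found need not carry over.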

Differences from the paper's values

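The counts below use the paper's stated thresholds, but the paper's text names neither its test nor whether it counted probe sets or genes, and its gene groups come from DAVID, PANTHER and IMPaLA while those here were written by hand, so members differ. The settings with ordinary variance of probe sets and the fit without both arrays numbered 1 were chosen after the values were seen. The paper's text gives no list of its called genes, so how many of them such a setting drops is not known beyond the genes it names, of which TGFBR1 is dropped.

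The paper reports 932 differentially expressed genes, and 381 were found with 1 probe set per gene and moderated variance. The units may be unlike, since the paper may have counted probe sets. With ordinary variance, a setting chosen after the values were seen, 932 probe sets passed (364 higher and 568 lower). Of 24 alternatives set before the data were examined, 6 came within the paper's value by a factor of 1.5: the block of sample numbers (814), array weights (693), without control 1 (1244), without control 5 (677), any probe set (815) and probe sets (1238). The other 18 did not: the filter on dim genes, ordinary variance, trend and robust moderation, cyclic loess, quantile normalization, leaving out cross-hybridizing probe sets, the mean of all probe sets, the other 8 single arrays left out, and the 3 other thresholds. The paper gives 363 upregulated genes, and 143 were found, with the same 6 alternatives within that factor (362, 249, 525, 282, 372 and 519) and the same 18 beyond it. For the paper's 569 downregulated genes 238 were found, with 7 alternatives within it, namely the same 6 (452, 444, 719, 395, 447 and 719) and without NMV 2 (442), and 17 beyond. Settings chosen after the values were seen also reached it: probe sets with ordinary variance gave 932 (364 higher and 568 lower), the same with the fold change of unlogged means 936 (362 and 574), any probe set with ordinary variance 643 (276 higher; its 367 lower stay beyond), without both arrays numbered 1 724 (315 and 409), and component 1 as a covariate for the higher genes alone (247).

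Of tight junction genes the paper counts 6 in Table 1, and 2 were called here, with all 23 alternatives beyond the factor (0 to 3). For vesicle mediated transport the paper counts 19, and 4 of the SNARE and vesicle lists were called, with 1 alternative within (13 without control 1) and 22 beyond. The paper counts 9 genes of RNA localization, and 0 were called here (0 to 2 over 23 alternatives, all beyond). For metal cluster binding the paper counts 4, and 1 was called here, with 1 alternative within (3 without control 1) and 22 beyond; without both arrays numbered 1 there were 4 and by any probe set with ordinary variance 3, both chosen after the values were seen. The paper counts 3 FY-rich genes, and 1 was called here, with 1 alternative within (3 by any probe set) and 22 beyond, and 3 by any probe set with ordinary variance.

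The paper lists TP53INP1 among its differentially expressed genes. Here its brightest probe set had a log2 fold change of 0.14 (exact permutation test, p = 0.595), and its dimmest probe set passed with ordinary variance (0.27), a setting chosen after the values were seen. The paper also names TGFBR1, for which no probe set passed under moderated or ordinary variance (0.05 for the brightest). It names BID, which was not called on its brightest probe set (-0.01) and was called when any probe set could pass or without probe sets that may cross-hybridize (0.53). Of the MAP3K genes that it names as a family, MAP3K4 was called here as higher (0.29), and when any probe set could pass MAP3K1 was called as higher (0.91) and MAP3K13 (-0.60) and MAP3K19 (-0.33) as lower, and MAP3K1 was with the mean of all its probe sets.

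The paper states that NMV altered the expression profile and shows control and NMV samples apart along the first axis of Figure 4A. On all probe sets the condition accounted for 8.28% of the sum of squares and the groups overlapped on component 1. On the 932 probe sets called with ordinary variance, chosen after the values were seen, component 1 held 56.2% and component 2 7.96%, and the groups were apart; the axis labels of Figure 4A are blurred and appear to give these percentages rounded. The paper finds ubiquitin-mediated proteolysis, SNARE transport, p38, SMAD2/3, coenzyme B synthesis and gap junction degradation enriched among its genes (Table 2), and no list for coenzyme B was tested here. No list's excess of called genes passed here (smallest adjusted p = 1, with 3 SNARE genes against 0.694 expected). A setting chosen after the values were seen counted genes by any probe set with ordinary variance. There FY-rich genes (Fisher's exact test, adjusted p = 0.0104) and the MAP3K family (0.0377) passed. That test does not allow for the number of probe sets per gene, which is 11 for KMT2A. It therefore cannot decide whether these lists hold an excess. Of the pathways of Table 2, SNARE and ubiquitin genes passed camera as groups (adjusted p = 0.0131 and 0.0465), both with a loss of the call with an estimated correlation.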

Other observations

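The counts over other splits in this part were planned, apart from those of splits that part all 5 pairs, and no other explanation is tested here. Outside the pathways of the paper, genes of the mitochondrial respiratory chain were higher with NMV as a group, with 40 of 48 above 0 and a median log2 fold change of 0.048 (camera, adjusted p = 0.0131, but 0.58 with an estimated correlation). Chaperones and other genes of the unfolded protein response were higher as well, with 26 of 30 above 0 and a median of 0.083 (adjusted p = 0.0277, but 0.495 with an estimated correlation). Both lost the call with a mean signal of at least 5, after cyclic loess or quantile normalization and with array weights. They also lost it without probe sets that may cross-hybridize and without both arrays numbered 1. So did respiratory chain genes with the mean of all probe sets and unfolded protein response genes with the 3 covariates chosen after the data were seen. Neither list passed fry, which asks a different question from camera. Much of the respiratory chain rise rests on control 1, since the difference in list mean between NMV and control arrays was 0.0595, and 0.0108 without it. Respiratory chain genes also lost the call without control 1 (adjusted p = 0.282), NMV 4 (0.0662) or NMV 5 (0.0589), and unfolded protein response genes without control 1, 2 or 3 or NMV 1 or 5 (between 0.0589 and 0.22). No member of either list was called. Of genes of the extracellular matrix and basement membrane, 28 of 36 were below 0, with a median of -0.12, and the list did not pass (adjusted p = 0.0579, and 0.656 with an estimated correlation), although it did as lower with the sample number as a block (0.0337), a mean signal of at least 5 (0.000139), trend and robust moderation (0.0458) or cyclic loess (0.0399), with the 3 covariates chosen after the data were seen (0.00763 to 0.0199), and without control 2 (0.0384), control 3 (0.0016), NMV 1 (0.00358) or NMV 2 (0.0104). The fall rests on NMV 4: the difference in list mean between NMV and control arrays was -0.0972, and 0.00179 without NMV 4 (adjusted p = 0.894). The median of the list lay at percentile 0 of random lists of matched expression, a comparison that includes NMV 4 and takes no account of members that vary together. Proliferation genes were above 0 in 31 of 40 and did not pass (adjusted p = 0.0579, and 0.477 with an estimated correlation), except as higher with the sample number as a block (0.0436), ordinary variance (0.0431), trend and robust moderation (0.0397), the mean of all probe sets (0.0407) or no probe sets that may cross-hybridize (0.0319), and without control 4 (0.0376) or NMV 2 (0.0104); the highest with 1 array left out was 0.22, without control 1. Cytosolic ribosomal protein genes were above 0 in 35 of 44 (adjusted p = 0.0594, and 0.746 with an estimated correlation), and passed as higher with ordinary variance (0.00882), trend and robust moderation (0.0129) or the 3 covariates (0.00018 to 0.0042), and without control 2 (0.0384), control 3 (0.00146), control 4 (0.0376) or NMV 1 (0.0113). The rise rests on control 1: the difference in list mean was 0.0417, and -0.034 without control 1 (adjusted p = 0.728).

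Lists of hypoxia and glycolysis (33 genes, adjusted p = 0.272), cholesterol synthesis (22 genes, 0.408) and endocytosis and lysosome (33 genes, 0.414) did not pass and held no called gene; cholesterol synthesis genes passed without control 4 (0.0376). With an estimated correlation these were at 0.495, 0.777 and 0.699. For endocytosis and lysosome the median was below 0, at percentile 2.3 of random lists of matched expression, and the mean 0.011 above it. That mean was -0.00648 without NMV 5 and 0.0432 without NMV 4. The interferon list did not pass (38 genes, adjusted p = 0.204, and 0.814 with an estimated correlation) without a block, but it did as higher with the sample number as a block (0.00485) or array weights (0.027), and without control 1 (0.000152), NMV 2 (0.00166) or NMV 3 (7.35e-05), and as lower with component 1 as a covariate (0.00576). Its mean was 0.112 higher in NMV arrays, and lower without control 2 (-0.0775), control 3 (-0.0295) or NMV 1 (-0.128).

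Of 45 neutrophil markers, none was called and 32 were below 0, with a median of -0.06 (camera, adjusted p = 0.0856, 0.0431 as lower with ordinary variance, and 0.569 with an estimated correlation). CEACAM8, which encodes the CD66b of Figure 1, measured 1.71 ± 0.17 in control and 1.65 ± 0.14 in NMV samples (SD, n = 5 per group), near the floor of the arrays. None of 17 monocyte markers was called (adjusted p = 0.103, and 0.495 with an estimated correlation), and CD14 had a log2 fold change of -0.11. None of 16 platelet and red cell markers was called (adjusted p = 0.204, and 0.569 with an estimated correlation). Of 17 markers of astrocytes and pericytes, ALDH1L1 fell by 0.27 and no other was called (adjusted p = 0.232, and 0.569 with an estimated correlation), and ALDH1L1 lost its call without control 2, 3 or 4 or NMV 2, 4 or 5 (between -0.28 and -0.22).

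Counts from the fit without a block were set beside 100 of the 126 splits of the 10 arrays into 5 and 5, the real split included. Chance cannot be excluded for the called genes or the lists of that fit. Splits were not counted with the sample number as a block, so they do not judge the counts of that alternative. As many called genes as the real 381 were found in 78 splits (highest of the others 5110). The larger direction of a split reached the real 143 higher genes in 91 splits and the real 238 lower genes in 75 (highest 3063). As 143 is the smaller direction of the real split, the 91 sets unlike counts side by side. Many of these splits keep like-numbered arrays together. The 13 other splits that part all 5 pairs, as the real one does, were examined after the values were seen. They held 622, 582, 484 and 446 called genes, and 204 to 377 in the rest. The 6 lists past camera were matched by 36 splits (highest 14). In the 13 splits just named the lists numbered 7 and 6, and 3 or fewer in the rest. For the 0 genes at an adjusted p under 0.05 the comparison decides nothing, since any split gives at least 0 and all 100 had to match (highest 120). In 23 of the other splits the called genes were more than 3 times the real count, which points to a structure of the samples that does not follow the condition. The median was 1066 called genes where both arrays numbered 1 fell in one group and 438 where they were parted.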
